# Immunogenomics reveal molecular circuits of diclofenac induced liver injury in mice

**DOI:** 10.18632/oncotarget.7698

**Published:** 2016-02-25

**Authors:** Eun-Hee Lee, Jung-Hwa Oh, Saravanakumar Selvaraj, Se-Myo Park, Mi-Sun Choi, Reinhard Spanel, Seokjoo Yoon, Jürgen Borlak

**Keywords:** diclofenac, NSAID, gene expression profiling, inflammation, immune response

## Abstract

Diclofenac is a non-steroidal anti-inflammatory drug and its use can be associated with severe adverse reactions, notably myocardial infarction, stroke and drug-induced liver injury (DILI). In pursue of immune-mediated DILI mechanisms an immunogenomic study was carried out. Diclofenac treatment of mice at 30 mg/kg for 3 days caused significant serum ALT and AST elevations, hepatomegaly and degenerative changes including hepatic glycogen depletion, hydropic swelling, cholesterolosis and eosinophilic hepatocytes with one animal presenting subsegmental infarction due to portal vein thrombosis. Furthermore, portal/periportal induction of the rate limiting enzyme in ammonia detoxification, i.e. carbamoyl phosphate synthetase 1 was observed. The performed microarray studies informed on > 600 differential expressed genes of which 35, 37 and 50 coded for inflammation, 51, 44 and 61 for immune and 116, 129 and 169 for stress response, respectively after single and repeated dosing for 3 and 14 days. Bioinformatic analysis defined molecular circuits of hepatic inflammation with the growth hormone (Ghr)− and leptin receptor, the protein-tyrosine-phosphatase, selectin and the suppressor-of-cytokine-signaling (Socs) to function as key nodes in gene regulatory networks. Western blotting confirmed induction of fibronectin and M-CSF to hallmark tissue repair and differentiation of monocytes and macrophages. Transcript expression of the macrophage receptor with collagenous structure increased > 7-fold and immunohistochemistry of CD68 evidenced activation of tissue-resident macrophages. Importantly, diclofenac treatment prompted strong expression of phosphorylated Stat3 amongst individual animals and the associated 8- and 4-fold Soc3 and Il-6 induction reinforced Ghr degradation as evidenced by immunoblotting. Moreover, immunohistochemistry confirmed regulation of master regulatory proteins of diclofenac treated mice to suggest complex pro-and anti-inflammatory reactions in immune-mediated hepatic injury. The findings encourage translational research.

## BACKGROUND

Diclofenac is a nonsteroidal anti-inflammatory drug (NSAID) and an antipyretic commonly used in the treatment of inflammatory disorders, rheumatoid arthritis and chronic pain associated with cancer. Repeatedly it was shown that diclofenac use can be associated with drug induced liver injury [1]. The mechanism by which diclofenac causes liver injury remains incompletely understood. However, some clinical and experimental data have been put forward for an improved understanding of hepatotoxicity [2].

Specially, diclofenac is extensively metabolized to 4′-OH and 5′-OH diclofenac by the *Cyp2c9* and *Cyp3a4* monooxygenase system and may also involve increased production of reactive metabolites, most notable diclofenac-2,5- and 1,4-quinone imines. Reactive metabolites can be a leading cause of liver injury, particularly if not sufficiently detoxified via the glutathione redox and conjugation system. Notwithstanding secondary quinone imine metabolites derived from 5-OH and 4′-OH diclofenac glutathione conjugates may be eliminated via biliary excretion especially when bile salt homeostasis is altered. Diclofenac is also metabolized to 4′-OH diclofenac (DCF) acyl glucuronide by the combined activity of CYP2C8 and UGT2B7 in humans and Ugt2b1 in rats. The reactive metabolites are electrophilic and protein-diclofenac adducts have been identified [3]. Additionally, diclofenac acyl glucuronides may accumulate in liver and blood plasma due to saturated drug transport into the biliary canaliculi, and polymorphisms in some ATP-binding cassette transporters (*Mrp2*, *Mrp3* and *Bcrp1*) are associated with cholestatic liver disease as reported for this drug [4].

*In vitro*, diclofenac induced apoptosis through mitochondrial dysfunction and oxidative stress in rat and human hepatocytes and hepatoma cell lines [5] and *Bax/Bak*-mediated mitochondrial outer membrane permeabilization (MOMP) was shown to be a major mechanism of diclofenac-induced hepatotoxicity in a human hepatoma cell line [6, 7]. Moreover, diclofenac inhibited nuclear factor-kappa B (*NF*-κB) activation induced by tumour necrosis factor α (*TNF*α), to result in apoptosis in human and mouse hepatoma cell lines [8]. In rats, a non-hepatotoxic dose of diclofenac co-administered with small amounts of lipopolysaccharide (LPS) caused hepatotoxicity and modest inflammation induced by LPS sensitized hepatocytes to a non-toxic dose of diclofenac [9]. In this regard a T helper 17 cell (Th17)-related immune response was reported in diclofenac-induced acute liver injury in mice [10].

In patient serum samples several protein-adducts of diclofenac and antibodies to diclofenac metabolites were identified. Furthermore, polymorphisms in the gene coding for *Il-10*, *Il-4* and *Il-4r* were associated with diclofenac hepatotoxicity and its outcome [11]. According to clinical research, cholestasis and transient circulating autoantibodies are seen in patients who suffered from acute and chronic hepatitis due to diclofenac [12] and with some patients an autoimmune response was seen after cessation of diclofenac treatment [2, 13], [http://livertox.nlm.nih.gov/Diclofenac.htm]. All these studies suggest an immune mechanism as part of the pathogenesis of diclofenac's idiosyncratic toxicity.

Here we hypothesized for diclofenac a mechanism of hepatotoxicity involving inflammatory reactions. Thus our research focused on an evaluation of acute and repeated treatment responses for up to 14 days. We were particularly interested in identifying molecular circuits of inflammatory response genes and employed whole genome microarrays, qRT-PCR, immunohistochemistry as well as Western blotting to evidence regulation of key molecules in affected livers.

## RESULTS

### Serum markers of liver injury and histopathology findings

The serum markers AST, ALT, ALP and total bilirubin (TBIL) were studied after single and repeated treatment, i.e. days 1, 3 and 14. A statistically significant increase in AST and ALT and a reduction in ALP activities (Figure 1) were observed after i.p. administration of diclofenac at 30 mg/kg; however, bilirubin did not differ when control and treatment groups were compared. There was significant variability amongst individual animals to suggest difference in response with some animals being less able to adapt to this treatment regime as was observed after repeated treatment for 14 days (see Figure S1 for individual blood biochemistry data).

**Figure 1:**
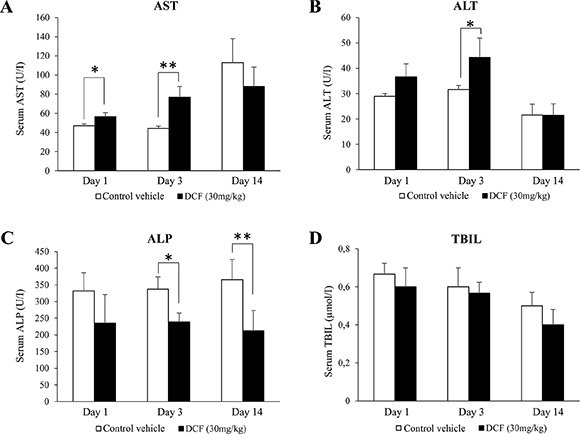
Serum AST, ALT, ALP and TBIL levels in diclofenac-administered mice Diclofenac (30 mg/kg, *i.p*.) was given to mice for day 1, 3 and 14. Result are means ± SD (*n* = 3; *P < 0.05, **P < 0.01).

To explore dose dependent changes in serum markers of liver injury mice were also treated at 150 mg/kg for up to 3 days. However, a dose dependent change in AST, ALT and ALP activities could not be established as measurements were highly variable amongst individual animals. Moreover, at this dose acute liver failure/death was observed in two out of four animals and additional treatment of two mice caused fatal liver injury in one and acute liver failure in another one. Thus the study was terminated after 48 h of diclofenac treatment.

Diclofenac treatment caused a significant increase in the liver to body weight ratio (Table 1) and histopathology revealed dose dependent glycogen depletion after single and repeated treatment for up to 3 days (Figure 2). Conversely, hepatic glycogen was only modestly changed after repeated dosing for 14 days (image not shown) to possibly suggest adaptation to diclofenac treatment. Individual animals differed in their responses, nonetheless the Hematoxylin-eosin stain revealed hydropic swelling of heptocytes (Figure 2, Panel A). With some animals repeated diclofenac treatment induced hepatic cholesterolosis (“foamy cytoplasm”) and one animal presented infarct necrosis as a result of portal vein thrombosis (Figure 2, Panel D). Although serum bilirubin laboratory values were within normal range and alkaline phosphatase activity was significantly reduced (Figure 1) the bile ducts in some of the treated animals were dilatated and congested with bile to indicate early signs of bile duct obstruction (Figure 2, panel C, PAS stain illustrating a dilatated and bile fluid filled canaliculi).

**Table 1:** Body and liver weights after diclofenac treatment

Duration	Dosage	Body weight (g)		Liver weight (g)	
		Before administration	After administration	Absolute weight (g)	Relative ratio (%)
Day 1	Vehicle	22.86 ± 1.64	23.63 ± 1.24	1.13 ± 0.03	4.77 ± 0.18 (100)
	30 mg/kg	21.16 ± 1.11	20.90 ± 0.14	1.08 ± 0.03	5.14 ± 0.12_**a**_ (108)
Day 3	Vehicle	20.68 ± 0.86	22.48 ± 0.43_**b**_	1.13 ± 0.03	5.02 ± 0.08 (100)
	30 mg/kg	22.02 ± 1.02	22.84 ± 0.54	1.21 ± 0.03_**a**_	5.31 ± 0.25 (106)
Day 14	Vehicle	24.62 ± 1.03	21.01 ± 1.22_**c**_	0.92 ± 0.13	4.41 ± 0.72 (100)
	30 mg/kg	24.80 ± 0.83	20.43 ± 0.84_**c**_	1.05 ± 0.06	5.14 ± 0.18 (117)

Values represent the means ± standard deviation (SD). The relative organ weight was calculated using the ratio of liver weight to body weight and is represented as a percentage of the total body weight.

*P*-values were calculated using the Student's *t*-test and significance is defined by

a *P* < 0.05; *vs*. corresponding control vehicle.

b *P* < 0.05; *vs*. corresponding before administration;

c *P* < 0.01; *vs.* corresponding before administration.

**Figure 2:**
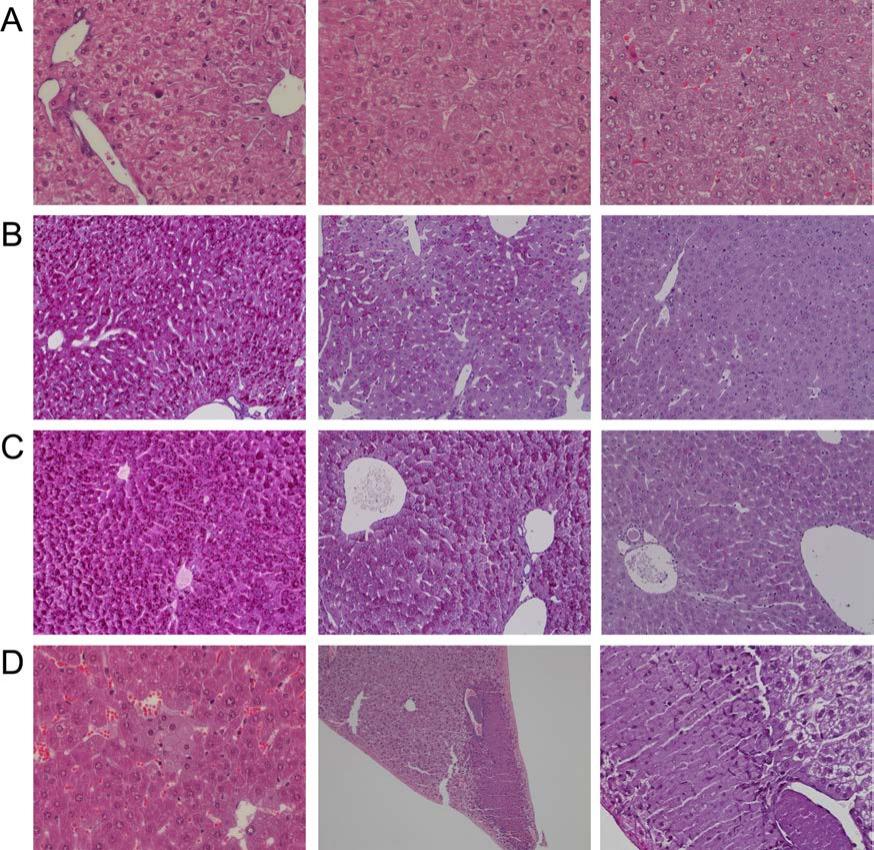
Hematoxylin-eosin and PAS staining of liver sections of Diclofenac treated mice Depicted are representative examples of vehicle control and diclofenac treated animals. (**A**) from the left to the right: H & E stain of vehicle control, single (day 1, 30 mg/kg) and repeated diclofenac treatment of mice (day 3, 150 mg/kg). With control animals the nuclei of hepatocytes appeared quiescent and the cytoplasm of hepatocytes is rich in glycogen (“cloudy”). With treated animals hydropic cytoplasmic swelling of hepatocytes and occasionally eosinophilic hepatocytes are observed (upper left corner, 150 mg/kg animal). The nuclei are activated and the nucleoli are enlarged. The degenerative changes are more pronounced at the higher dose (magnification 200x). (**B**) from the left to the right: PAS staining of vehicle control and single (day 1) diclofenac treatment at 30 and 150 mg/kg. When compared to vehicle controls a significant reduction in the intense PAS staining of hepatocytes was observed to suggest hepatic depletion of glycogen as a result of diclofenac treatment (magnification 100x). (**C**) from the left to the right: PAS staining of vehicle control and after repeated diclofenac treatment (day 3) at 30 and 150 mg/kg. Similar to Panel B and when compared to controls the PAS stain revealed significant depletion of the hepatic glycogen content. Note, the dilatated bile duct in the image given on the right possibly indicates early signs of bile duct obstruction (magnification 100x). (**D**) from the left to the right: H & E stain of repeated diclofenac treatment for 2 days at 150 mg/kg. An example of foamy hepatocytes (“hepatic cholesterolosis”) is given. The second image of panel D (x70 magnification) depicts infarct necrosis observed with an animal after repeated dosing at 30 mg/kg for 3 days. The image on the right is a Diastase-PAS stain and a higher magnification of the infarct necrosis and the fresh thrombosis of the adjacent portal vein (magnification 200x).

A range of immunohistochemistry studies were performed with CD31 evidencing sinusoidal endothelial cells to be intact (not shown), however hepatic sinusoids appeared partially widened. Likewise, the increased staining for CD68 (Figure 3A) marked activated Kupffer cells and appeared to be co-stimulated by the enhanced secretion of the cytokine macrophage colony-stimulating factor (M-CSF) as observed for the centrolobular regions (Figure 3B). Equally, the pronounced sinusoidal and occasionally strong hepatic expression of the acute phase protein lipopolysaccharide binding protein (LBP) reinforces the notion of Kupffer cell activation (Figure 4). Note, LBP is bound by CD14 and transcript expression of this pattern recognition receptor was > 30-fold induced (see Table S9). 

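Cd14 encodes the pattern recognition receptor that presents bacterial lipopolysaccharide to the cell, and lies on chromosome 18 of GRCm38 from 36725064 to 36726815.
At day 14 its array signal was 9860.5 ± 21512 (SD, n = 5) in diclofenac treated livers and 180.1 ± 32.1 (SD, n = 5) in saline livers.
A single liver carries this difference, since the signal was 48343 in replicate 3 of the diclofenac group and 156 to 330.2 in its other 4 livers, against 140.4 to 225 in saline livers.
The mean difference on the log2 scale was 1.92 (standard error 1.30, adjusted p = 0.605 from limma), and 0.38 without replicate 3.
At days 1 and 3 it was 0.93 and 0.63 (adjusted p = 0.339 and 0.571, limma).
Marco, a scavenger receptor of macrophages, had log2 differences of 2.24, 1.21 and 2.08 at days 1, 3 and 14 (adjusted p = 0.251, 0.493 and 0.461), and 1.07 at day 14 without the same replicate.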

Further evidence for proliferation of sinusoidal resident antigen-presenting cells was obtained by examining Ki67. An increase in Ki67 positive cells was observed (Figure 5) and it is well established that activated Kupffer cells release cytokines, chemokines, reactive oxygen species and other mediators of inflammation. As the activation of resident macrophages was not confined to regions of harmed hepatocytes diclofenac treatment induced a more general response by augmenting drug induced hepatitis. Alike, the significant regulation of the T-cell protein tyrosine phosphatase (Tc-PTP; Figure 6) is an important finding. Tc-PTP is a key player of the immune system and a negative regulator of Colony-Stimulating Factor 1 (CSF-1) signalling and macrophage differentiation. 

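Csf1, the growth factor of macrophages and Kupffer cells, did not pass the test on any of the 3 days.
At day 1 its array signal was 259 ± 67.7 (SD, n = 3) in diclofenac treated livers and 204 ± 14.1 (SD, n = 3) in saline livers.
The log2 differences at days 1, 3 and 14 were 0.32, 0.43 and 0.16 (standard errors 0.20, 0.20 and 0.32, adjusted p = 0.526, 0.471 and 0.867 from limma).
All 3 diclofenac treated livers lay above all 3 saline livers at day 1 and again at day 3 (two-sided exact permutation test, p = 0.100, the smallest that 3 against 3 allow).
The gene lies on chromosome 3 of GRCm38 from 107741048 to 107760469.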

Note, CSF-1 was significantly repressed in transcript expression by nearly 40% in livers of diclofenac treated mice (see Table S2).

**Figure 3:**
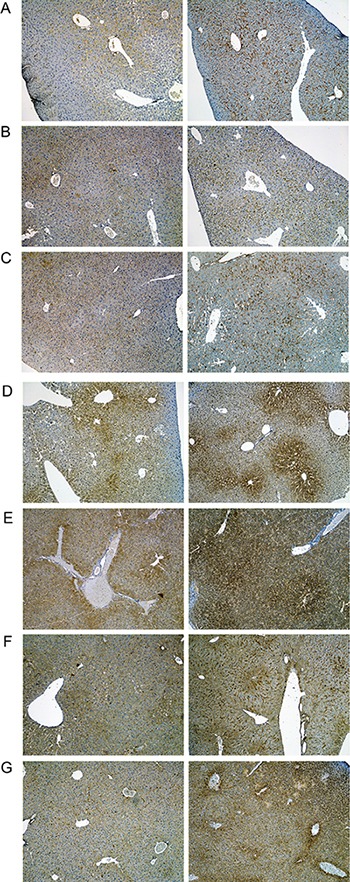
Immunohistochemistry of CD68 in livers of control and diclofenac treated mice (**A**) from the left to the right: Control and single dose 30 mg/kg diclofenac (day 1). (**B**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 3). (**C**) from the left to the right: Control and single dose 150 mg/kg diclofenac (day 1). Diclofenac induced a predominant sinusoidal expression of the CD68 antigen. We also investigated the morphology of sinusoidal endothelial cell (SEC) using the CD31 marker and found SECs to be intact (Images are not shown). **Immunohistochemistry of the macrophage colony stimulating factor (mCSF) in livers of control and diclofenac treated mice.** (**D**) from the left to the right: Control and single dose 30 mg/kg diclofenac (day 1). (**E**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 3). (**F**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 14). (**G**) from the left to the right: Control and repeated dose 150 mg/kg diclofenac (day 3). Magnifications 40x.

**Figure 4:**
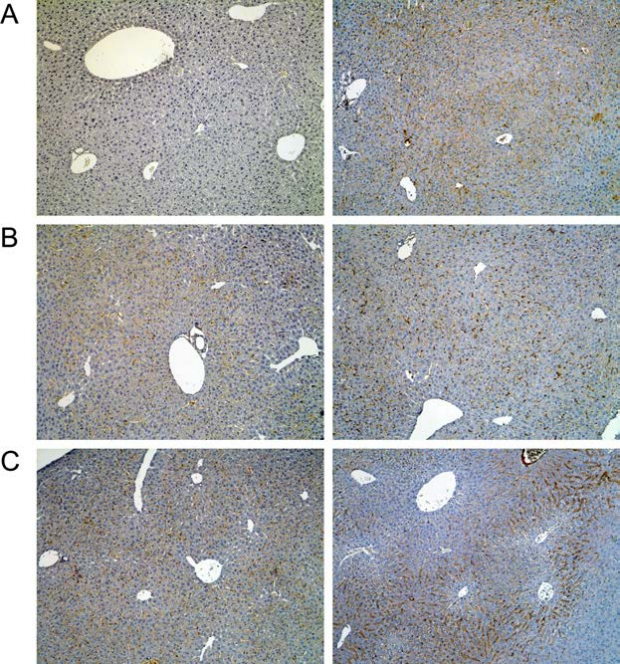
Immunohistochemistry of the lipopolysaccharide binding protein in livers of control and diclofenac treated mice (**A**) from the left to the right: Control and single dose 30 mg/kg diclofenac (day 1). (**B**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 3). (**C**) from the left to the right: Control and single dose 150 mg/kg diclofenac (day 1). Magnifications 60x.

**Figure 5:**
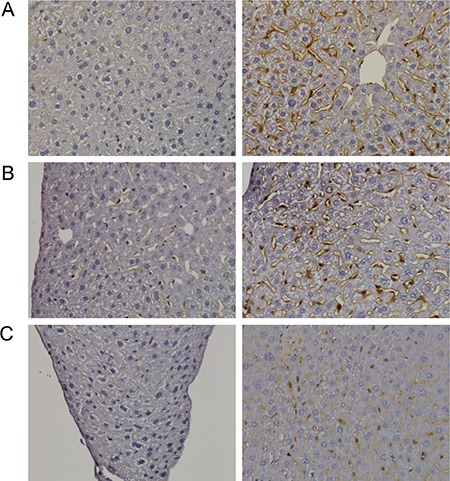
Immunohistochemistry of Ki67 in livers of control and diclofenac treated mice (**A**) from the left to the right: Control and single dose 30 mg/kg diclofenac (day 1). (**B**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 3). (**C**) from the left to the right: Control and single dose 150 mg/kg diclofenac (day 1). Magnifications 240x.

**Figure 6:**
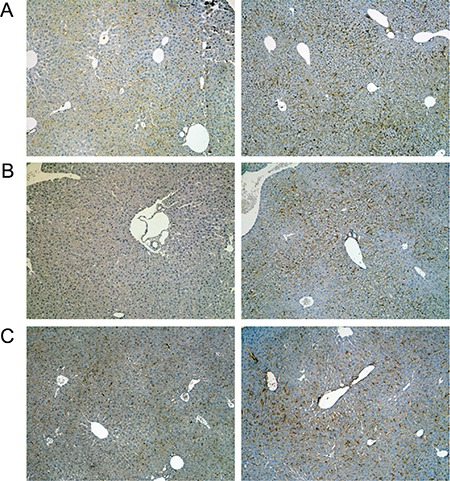
Immunohistochemistry of the T-cell protein tyrosine phosphatase in livers of control and diclofenac treated mice (**A**) from the left to the right: Control and single dose 30 mg/kg diclofenac (day 1). (**B**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 3). (**C**) from the left to the right: Control and single dose 150 mg/kg diclofenac (day 1). Magnifications 60x.

Moreover, enhanced expression of fibronectin, i.e. a matrix glycoprotein known to influence hepatic survival was strongly upregulated particularly at the 150 mg/kg dose to signify tissue repair (Figure 7, Panel D). Besides, we investigated regulation of the growth hormone receptor (Ghr, Figure 8) and found its expression to be significantly increased in the sinusoids especially of periportal and intermediate regions localised hepatocytes after single treatment (day 1), however Ghr staining was markedly reduced after repeated treatment for 3 days. Importantly, growth hormone signals through Ghr and is known to play a decisive role in liver regeneration. Moreover, diclofenac treatment induced enhanced sinusoidal expression of the leptin receptor (Figure 9); its infrequently increased expression by harmed hepatocytes was also observed. In addition, we investigated the expression of Hep Par 1 (Figure S2) and noted strong cytoplasmic staining of hepatocytes in diclofenac treated animals, however the centrolobular regions were spared. It was demonstrated that Hep Par 1 recognizes the urea cycle rate limiting enzyme carbamoylphosphate synthetase 1. Hence, we evidence ammonia detoxification and observed strong focal staining of hepatocytes surrounding the portal tracts (see day 3, 30 mg/kg). Enhanced expression of the antigen was also observed with disperse hepatocytes as seen at the 150 mg treatment dose (Figure S2, Panel C). Finally, we examined the possibility of liver architectural changes in animals treated repeatedly for 14 days. By employing the Elastica van Gieson and the Gomori silver stain no evidence was obtained for early signs of fibrosis or enhanced deposition of extra cellular matrix into the sinusoids.

**Figure 7:**
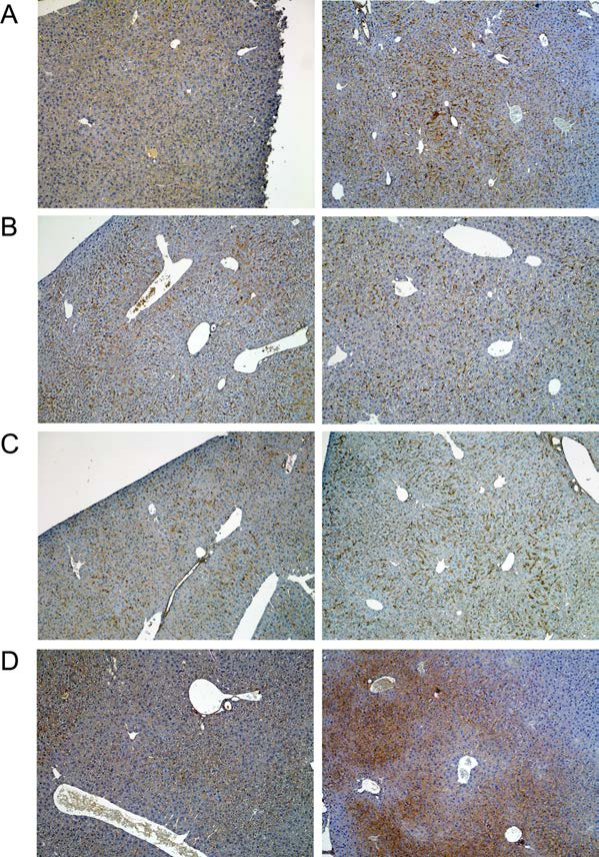
Immunohistochemistry of fibronectin in livers of control and diclofenac treated mice (**A**) from the left to the right: Control and single dose 30 mg/kg diclofenac (day 1). (**B**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 3). (**C**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 14). (**D**) from the left to the right: Control and single dose 150 mg/kg diclofenac (day 1). Magnifications 50x.

**Figure 8:**
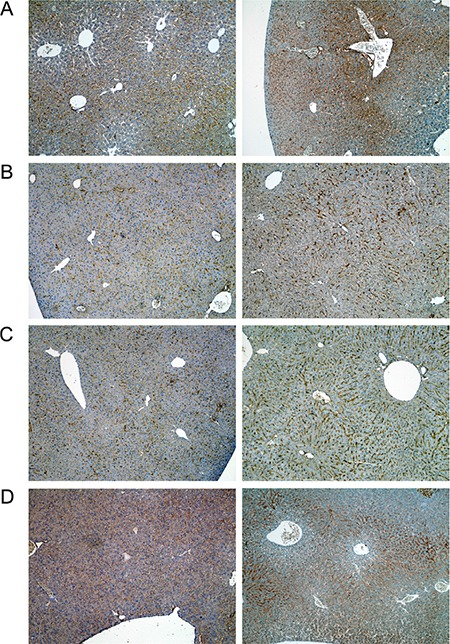
Immunohistochemistry of growth hormone receptor in livers of control and diclofenac treated mice (**A**) from the left to the right: Control and single dose 30 mg/kg diclofenac (day 1). (**B**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 3). (**C**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 14). (**D**) from the left to the right: Control and single dose 150 mg/kg diclofenac (day 1). Magnifications 50x.

**Figure 9:**
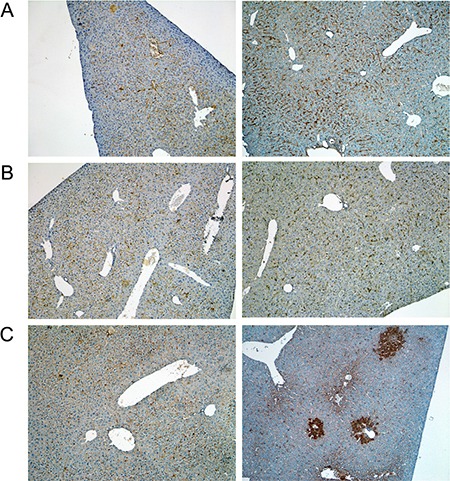
Immunohistochemistry of the leptin receptor in livers of control and diclofenac treated mice (**A**) from the left to the right: Control and single dose 30 mg/kg diclofenac (day 1). (**B**) from the left to the right: Control and repeated dose 30 mg/kg diclofenac (day 3). (**C**) from the left to the right: Control and repeated dose 150 mg/kg diclofenac (day 2). Magnifications 50x.

### Genomic response of the liver to diclofenac treatment

RNA was extracted from livers of vehicle- and diclofenac (30 mg/kg)-treated mice after single, i.e. 24 h and repeated dosing for 72 h and 14 days. 

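Liver RNA of 22 male C57BL6 mice was hybridised to Affymetrix Mouse 430 2.0 arrays, 1 array per mouse.
Diclofenac at 30 mg/kg or saline was given daily, with 3 arrays per group at day 1, 3 per group at day 3 and 5 per group at day 14.
The deposited values are linear MAS5 array signals, 1 per probe set, that the authors scaled to 1 common level per array, and the mean of each array after trimming 2% from either end was 500.0.
No detection calls come with them.
Median signals were 75.2 to 89.9, and correlations between arrays of 1 group were 0.898 to 0.945.
Signals were taken to log2 without further scaling, and the probe set of highest mean was kept for each of 18194 genes.
Genes above the array's own median in at least 3 arrays were tested, 12884 at days 1 and 3 and 11884 at day 14.
Diclofenac was compared with the saline group of the same day in limma (two-sided, adjusted p under 0.05 by Benjamini-Hochberg), with the 12 arrays of days 1 and 3 in one model and the 10 arrays of day 14 in another.
A total of 26 pathway lists and 17 lists of cell type markers, 43 in all, were fixed before the data were examined and were tested with camera (two-sided, preset correlation 0.01) and again with a correlation estimated from the residuals.
Exact permutation tests are two-sided and can go no lower than p = 0.1 with 3 against 3 livers and p = 0.0079 with 5 against 5.
The number of arrays limits the precision.
In simulated data of the same size, 60%, 68% and 68% of the genes changed 2-fold at days 1, 3 and 14 were recovered. These shares need not hold in the real arrays, where the gene Lcn2 did not pass at day 1 with a log2 difference of 4.44.
The 18S control probe sets averaged 12.0 on the log2 scale in saline and 12.0 in diclofenac arrays of day 1, 14.7 and 14.6 at day 3, and 15.4 and 15.7 at day 14, so that they differed more between days than between the groups of a day.
At day 14 the log2 ratio of 3' to 5' control probe sets, a measure of RNA quality, was 0.74 ± 0.049 with diclofenac and 0.62 ± 0.063 with saline (SD, n = 5, two-sided exact permutation test, p = 0.0238), and the hybridisation controls averaged 12.24 and 12.04 (p = 0.0476).
At days 1 and 3 the ratio was 0.58 and 0.83 with diclofenac and 0.59 and 0.78 with saline.
The hybridisation controls at day 3 averaged 12.05 with diclofenac and 11.86 with saline, in groups that do not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow), and 12.21 and 12.09 at day 1.
Array quality and treatment are therefore not fully apart at days 3 and 14 (tests chosen after the results were seen).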

Because of the sudden death of two animals at the 150 mg/kg dose the livers from high dose animals were not used for the microarray experiments. Gene expression profiling of RNA samples was performed with the Affymetrix GeneChip System. 

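After 3 days of treatment, 26 of 12884 genes changed, of which 16 rose and 10 fell (limma).
Among those that rose were Bcl3, a nuclear partner of NF-kB, with a log2 fold change of 1.74 (standard error 0.19, adjusted p = 0.00735), and Xbp1, a transcription factor of the unfolded protein response, with 0.70 (0.11, adjusted p = 0.0322).
Gnat1, a transducin subunit of photoreceptors, rose by 3.62 on the log2 scale, where signals in the saline livers ranged from 14.9 to 86.3. Their mean lay below the array median, so that the size of this rise is uncertain.
Among the genes that fell were Plk3, a stress-responsive kinase (-1.33, adjusted p = 0.0298), Tsc22d3, a glucocorticoid-induced leucine zipper protein (-0.97, 0.0322), Spry4, an inhibitor of receptor tyrosine kinase signalling (-1.42, 0.0408), and Slc25a33, a mitochondrial carrier (-0.96, 0.0408).
In the absence of diclofenac, Tsc22d3 and Slc25a33 were higher in the saline livers of day 3 than in those of day 1 (limma), by 1.01 and 0.92.
After the single dose no gene passed limma's test, the smallest adjusted p being 0.144, and 1674 genes had an unadjusted p under 0.05.
With the methods' t-test at p under 0.05 and a fold change above 1.5, 188 genes (100 higher, 88 lower) were counted at day 1 and 321 (204 higher, 117 lower) at day 3, none of which passed after Benjamini-Hochberg adjustment.
The count of 26 ranged from 0 to 178 when 1 array was left out (178 without replicate 2 of the diclofenac group of day 1, 0 without saline replicate 3 or diclofenac replicate 1 of day 3), and with all 22 arrays in one model 1 gene passed, which is none of the 26.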

Initially, the data were analysed with the GenPlex software version 3.0 [http://genplex.co.kr] and a total of 295 and 467 significantly regulated genes at >1.5-fold change and statistical significance testing (Welch's *t*-test, *p* < 0.05) were determined after single and repeated treatment for 3-days. Additionally, the microarray data were analysed with the GeneXplain software version 3.0 [http://platform.genexplain.com/bioumlweb]. 

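Averaged over days 1 and 3, diclofenac changed 87 of 12884 genes, of which 65 rose and 22 fell (limma, a comparison added after the data were seen).
Among the genes that rose with livers of both days apart from saline were Chil3, a chitinase-like lectin of macrophages (4.98 on the log2 scale, adjusted p = 0.0131), Lcn2, an iron-sequestering acute phase protein (4.32, 0.00436), and Prtn3, a neutrophil granule protease (4.32, 0.0235).
Mean saline signals of Chil3 and Prtn3 lay below the array median on both days, so that the sizes of these rises are uncertain.
Metallothioneins Mt1 and Mt2, which bind zinc, rose by 1.00 and 1.25, and Dnajc12, a co-chaperone, rose by 1.41.
Tsc22d1, a transcriptional regulator, had a mean change of -0.71 (0.044), and Plk3 had -1.02 (0.00791). At day 14 Tsc22d1 had -0.50 and Plk3, in the other direction, 1.07 (limma, unadjusted p = 0.109 and 0.0106).
At an unadjusted p under 0.01 and a change of at least 1.5-fold, 248 genes (142 higher, 106 lower) were counted at day 1 and 258 (164 higher, 94 lower) at day 3.
Of these, 46 were shared in the same direction, 41 higher and 5 lower, where independent lists would share 1.81 and 0.773 (Fisher's exact test, two-sided, p = 2.93e-45 and 0.00105, with genes that are not independent).
Across all genes tested the log2 fold changes of days 1 and 3 had a Pearson correlation of 0.281.
No gene differed in its effect between the days at an adjusted p under 0.05 in limma (694 genes at an unadjusted p under 0.05).
Leaving out 1 array moved the 248 to a range of 128 to 532 (64 to 257 higher, 58 to 275 lower), the 258 to 175 to 378 (94 to 202 higher, 69 to 176 lower) and the shared genes to 32 to 68 (28 to 55 higher, 1 to 13 lower).
The 87 became 326 without replicate 3 of the diclofenac group of day 1 and 16 without replicate 1 of the diclofenac group of day 3.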

Here a total of 471 (293 up- and 178 down-) and 564 (353 up- and 211 down-) DEGs were determined after single and repeated treatment for 3 days, of which 132 genes were (89 up- and 43 down-) regulated in common amongst both datasets (see Figure 10A.1 and Table 2A). 

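After 14 days the smallest adjusted p was 0.0675, so that no gene passed limma's test, and 1287 genes had an unadjusted p under 0.05.
A total of 9 genes shared that value, among them Lcn2 with a log2 difference of 3.91 (standard error 0.61), and Cidec, a lipid droplet protein controlled by PPARa that was picked after its values were seen, with -2.33 (0.37).
Fgl1, a hepatocyte-secreted fibrinogen-like protein, had 1.56 (0.29, adjusted p = 0.0928).
All 5 diclofenac treated livers had more Lcn2 than all 5 saline livers (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow).
At an unadjusted p under 0.01 and a change of at least 1.5-fold, 205 genes (123 higher, 82 lower) were counted.
Of the genes so counted at days 1, 3 and 14, 24 were shared, all of them higher, among them the acute phase genes Fgl1 and Serpina10, both metallothioneins, Chil3, Prtn3 and the amino acid transporter subunit Slc3a1.
Independent lists would share 0.0182 higher genes.
Of the 87 genes that changed on average at days 1 and 3, 86 were tested at day 14, and 78 of them had a difference in the same direction (62 of 64 that had risen, 16 of 22 that had fallen).
Replicate 3 of the diclofenac group had the lowest correlation with its group, and without it 123 genes passed the test at day 14.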

Besides, the 14 day repeated diclofenac treatment revealed 666 (455 up- and 211 down-) differentially expressed genes (DEGs) of which 74 were common when data from day 1, 3 and 14 were compared (Figure 10A.2 and Table 2B). Next, a heat map was generated using the average-linkage hierarchical clustering and the Euclidean distance algorithm. As shown in Figure 10B several genes were regulated in common coding for inflammatory, immune, stress and acute-phase response. Both of the softwares employed, i.e. GeneXplain and GenPlex informed on the significant regulation of the inflammatory, immune and stress response genes (Table S2), even though the total number of DEGs differed when the Welch and/or hypergeometric statistical test were applied.

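The inflammatory response genes of Table S2 that could be tested had the direction given there for 28 of 32, 33 of 34 and 39 of 41 genes at days 1, 3 and 14, with median log2 fold changes of 0.86, 0.91 and 1.18.
The immune response genes did so for 40 of 42, 37 of 39 and 48 of 52 genes, with medians of 0.70, 0.74 and 0.86.
For the stress response genes the numbers were 91 of 97, 105 of 113 and 135 of 143, with medians of 0.70, 0.62 and 0.62.
At day 3, 4 inflammatory, 4 immune and 10 stress response genes passed limma's test, and none did at days 1 and 14.
These lists were chosen by the study on the same arrays, so that neither their direction nor the number past a test is independent evidence.
Reg3b, a secreted lectin, Prok2, a chemokine-like peptide, and Pou2f2, a transcription factor of B cells, were among the genes of the other direction at day 1, with -0.16, -0.52 and -0.57 on the log2 scale, and were singled out after their values were seen.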

**Figure 10:**
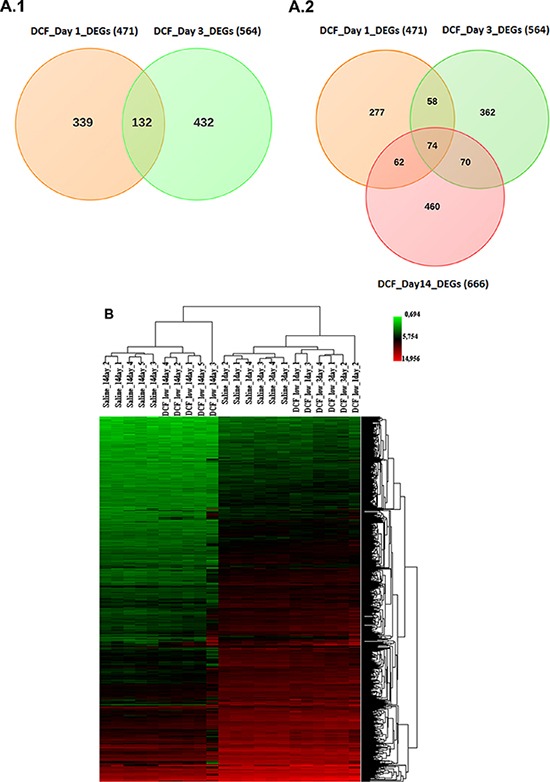
**(A) Differentially expressed genes after single and repeated diclofenac treatment in mice.** Venn diagrams of DEGs induced after single (day 1) and repeated (day 3 and day 14) treatment. A total of 132 genes were found to be regulated in common after single and repeated treatment for 3 day. Furthermore, 74 genes were commonly regulated amongst all treatment groups. (**B**) **Heat map of differentially expressed genes in liver of diclofenac treated mice.** The heat map was generated using average-linkage hierarchical clustering with Euclidean distance. The heat map was generated with the ArrayTrack software version 3.5.0. Depicted is the signal intensity value for differentially expressed genes. The diclofenac day 1, 3 and 14 treatment group were clearly segregated from the vehicle treated control animals.

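Over the 26 genes called at day 3, average-linkage clustering by Euclidean distance placed the livers of 4 of the 6 groups on branches of their own, namely saline and diclofenac at days 1 and 3.
Its smaller top branch held 10 saline livers, all 6 of days 1 and 3 and 4 of the 5 of day 14.
The remaining saline liver of day 14, replicate 1, lay on the branch of the diclofenac treated livers.
In that liver the log2 signal of Saa2, a serum amyloid A protein, was 15.58 against 9.44 to 11.63 in the other 4 saline livers.
These genes were chosen for their difference at day 3, so their separation at that day is not independent.
Over all 13076 genes tested, saline day 3 was the only group on a branch of its own, and replicate 3 of the diclofenac group of day 14 formed the smaller top branch alone.
Over the 602 genes at an unadjusted p under 0.01 and at least 1.5-fold on any day, chosen on the same differences, 4 groups formed branches, with replicate 2 of diclofenac day 1 and replicate 3 of diclofenac day 14 on the smaller top branch.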

**Table 2A:** Commonly regulated immune, inflammatory and stress response genes after single and repeated diclofenac treatment for 3 days

ID	Gene description	Fold Change	
		Day 1	Day 3
**Inflammatory and immune response**			
Apcs*	Serum amyloid p-component	4.28	3.92
Ccl6	Chemokine (c-c motif) ligand 6	2.99	1.68
Chi3l3*	Chitinase 3-like 3	3.9	3.89
Ctsc	Cathepsin c	1.95	2.40
Cxcl1*	Chemokine (c-x-c motif) ligand 1	17.36	19.10
Cxcl13*	Chemokine (c-x-c motif) ligand 13	1.98	2.02
Hp*	Haptoglobin	1.43	1.57
Ifitm2	Interferon induced transmembrane protein 2	1.67	1.51
Il33	Interleukin 33	1.74	1.54
Itih4*	Inter alpha-trypsin inhibitor, heavy chain 4	1.51	1.55
Lbp*	Lipopolysaccharide binding protein	1.88	1.67
Lcn2	Lipocalin 2	22.49	18.37
Marco	Macrophage receptor with collagenous structure	4.00	1.98
Nfkbiz*	Nuclear factor of kappa light polypeptide gene enhancer in b-cells inhibitor, zeta	2.90	1.69
Orm1*	Orosomucoid 1	1.72	1.52
Orm2*	Orosomucoid 2	8.46	10.83
Orm3	Orosomucoid 3	9.01	3.48
Prg4	Proteoglycan 4 (megakaryocyte stimulating factor, articular superficial zone protein)	4.18	2.74
S100a8*	S100 calcium binding protein a8 (calgranulin a)	14.02	7.46
S100a9*	S100 calcium binding protein a9 (calgranulin b)	8.54	4.13
Saa1*	Serum amyloid a 1	4.58	9.97
Saa2*	Serum amyloid a 2	9.83	35.20
Saa3*	Serum amyloid a 3	6.89	4.39
Saa4*	Serum amyloid a 4	1.78	2.18
Serpina3n*	Serine (or cysteine) peptidase inhibitor, clade a, member 3n	4.60	3.24
Stat3*	Signal transducer and activator of transcription 3	1.93	2.08
Tfrc*	Transferrin receptor	1.77	1.85
Ubc*	Ubiquitin c	1.74	−1.47
Vcam1	Vascular cell adhesion molecule 1	1.46	1.84
**Stress response**			
Clec2h	C-type lectin domain family 2, member h	−2.60	−2.47
Fabp5	Fatty acid binding protein 5, epidermal	3.08	1.68
Hspa1a	Heat shock protein 1a	1.71	−1.45
Icam1	Intercellular adhesion molecule 1	1.75	1.85
Lepr	Leptin receptor	2.00	−1.66
Plac8	Placenta-specific 8	2.00	1.68
Ptpn1	Protein tyrosine phosphatase, non-receptor type 1	1.59	1.62
Scara5	Scavenger receptor class a, member 5 (putative)	4.11	2.54
Socs3	Suppressor of cytokine signaling 3	3.05	3.43
**Regulation of Cell death**			
Gas1	Growth arrest specific 1	−1.58	−1.81
Litaf	Lps-induced tn factor	1.87	2.06
Phlda1	Pleckstrin homology-like domain, family a, member 1	−1.72	−1.57
Tsc22d1	Tsc22 domain family, member 1	−1.67	−1.55
**Drug metabolism and detoxification pathways**			
Aldh18a1	Aldehyde dehydrogenase 18 family, member a1	2.37	1.64
Ces1d	Carboxylesterase 1d	−1.87	−2.88
Ces1e	Carboxylesterase 1e	−1.76	−1.55
Cyp26a1	Cytochrome p450, family 26, subfamily a, polypeptide 1	−2.23	−2.71
Cyp3a13	Cytochrome p450, family 3, subfamily a, polypeptide 13	1.75	1.57
Cyb561	Cytochrome b-561	4.26	2.79
Gstt3	Glutathione s-transferase, theta 3	−1.78	1.49
Hsd3b5	Hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 5	−2.42	−1.63
Qsox1	Quiescin q6 sulfhydryl oxidase 1	1.88	1.58
Sqle	Squalene epoxidase	1.90	2.42
Steap4	Steap family member 4	3.02	4.81
Ugt2b38	UDP glucuronosyltransferase 2 family, polypeptide B38	−1.53	−2.85
Upp2	Uridine phosphorylase 2	−1.61	−1.95
**Cellular homeostasis**			
Ibtk	Inhibitor of bruton agammaglobulinemia tyrosine kinase	1.82	1.61
Mt1	Metallothionein 1	2.45	2.06
Mt2	Metallothionein 2	2.61	2.19
Pdilt	Protein disulfide isomerase-like, testis expressed	−1.71	−1.59
**GPCR protein signaling pathway**			
Gnat1	Guanine nucleotide binding protein, alpha transducing 1	2.90	3.20
Lpar4	Lysophosphatidic acid receptor 4	−1.53	1.44
Ptgfr	Prostaglandin f receptor	−1.53	1.63
Sucnr1	Succinate receptor 1	−2.24	−1.67
**Jak-Stat signalling pathway**			
Csf2rb	Colony stimulating factor 2 receptor, beta, low-affinity (granulocyte-macrophage)	2.71	1.59
Csf2rb2	Colony stimulating factor 2 receptor, beta 2, low-affinity (granulocyte-macrophage)	2.44	1.52
Il13ra1	Interleukin 13 receptor, alpha 1	2.30	1.88
Lifr	Leukemia inhibitory factor receptor	−1.60	−1.76
Spry4	Sprouty homolog 4 (drosophila)	−1.55	−2.74
**Transporter activity**			
Atp11a	Atpase, class vi, type 11a	2.83	1.82
Fabp2	Fatty acid binding protein 2, intestinal	−1.77	−1.81
Mup4	Major urinary protein 4	−1.60	−1.53
Nipal1	Nipa-like domain containing 1	4.26	2.05
Slc16a5	Solute carrier family 16 (monocarboxylic acid transporters), member 5	1.56	1.53
Slc25a30	Solute carrier family 25, member 30	−1.75	−2.10
Slc3a1	Solute carrier family 3, member 1	2.60	2.24
Slc41a2	Solute carrier family 41, member 2	3.58	2.74
Slco1a1	Solute carrier organic anion transporter family, member 1a1	−1.77	−1.76
Slco1a4	Solute carrier organic anion transporter family, member 1a4	−1.50	−1.43
Timm8a2	Translocase of inner mitochondrial membrane 8 homolog a2 (yeast)	1.54	−1.43
**Metabolic processes**			
4930444A02Rik	Riken cdna 4930444a02 gene	1.59	1.43
Acpp	Acid phosphatase, prostate	2.45	1.77
Adck3	Aarf domain containing kinase 3	−1.92	−1.53
Agxt2l1	Alanine-glyoxylate aminotransferase 2-like 1	−1.79	−2.18
Arid5b	At rich interactive domain 5b (mrf1-like)	−2.04	−1.63
B3galt1	Udp-gal:betaglcnac beta 1,3-galactosyltransferase, polypeptide 1	3.53	7.23
BC048546	Cdna sequence bc048546	2.42	1.67
Car1	Carbonic anhydrase 1	−1.80	−1.46
Car13	Carbonic anhydrase 13	−1.67	1.49
Ctsj	Cathepsin j	3.68	1.50
Eif1a	Eukaryotic translation initiation factor 1a	1.97	1.69
Fgl1	Fibrinogen-like protein 1	2.17	1.96
Hes6	Hairy and enhancer of split 6 (drosophila)	−1.61	−1.61
Hs6st2	Heparan sulfate 6-o-sulfotransferase 2	1.42	1.47
Inmt	Indolethylamine n-methyltransferase	−1.79	−1.52
Isyna1	Myo-inositol 1-phosphate synthase a1	5.21	1.86
Itih3	Inter-alpha trypsin inhibitor, heavy chain 3	1.81	1.64
Lass6	Lag1 homolog, ceramide synthase 6	2.24	2.68
Ly6e	Lymphocyte antigen 6 complex, locus e	1.58	1.69
Mme	Membrane metallo endopeptidase	−2.14	−1.54
Mmp16	Matrix metallopeptidase 16	1.58	1.84
Nnmt	Nicotinamide n-methyltransferase	2.47	1.81
Nova1	Neuro-oncological ventral antigen 1	−1.55	1.42
Prtn3	Proteinase 3	8.84	3.72
Rpl39l	Ribosomal protein l39-like	1.69	1.45
Stk31	Serine threonine kinase 31	−1.47	1.51
Tgm1	Transglutaminase 1, k polypeptide	1.63	1.93
Tspan8	Tetraspanin 8	1.75	1.63
**Regulation of signalling**			
D0H4S114	Dna segment, human d4s114	−2.30	−1.96
Lrg1	Leucine-rich alpha-2-glycoprotein 1	2.30	2.26
Tcl1b3	T-cell leukemia/lymphoma 1b, 3	2.61	1.80
Tifa	Traf-interacting protein with forkhead-associated domain	1.86	3.52
Tspan4	Tetraspanin 4	1.68	1.92
Vwce	Von Willebrand factor C and EGF domains	−2.01	−1.72
**Binding activity**			
Cpne8	Copine viii	3.44	2.48
Dnajc12	Dnaj (hsp40) homolog, subfamily c, member 12	3.29	2.70
Edil3	Egf-like repeats and discoidin i-like domains 3	−1.56	−1.46
Ifitm6	Interferon induced transmembrane protein 6	3.36	1.69
Klrb1b	Killer cell lectin-like receptor subfamily b member 1b	1.72	1.43
Mpeg1	Macrophage expressed gene 1	2.37	1.56
Opcml	Opioid binding protein/cell adhesion molecule-like	1.45	1.47
Rab11fip3	Rab11 family interacting protein 3 (class ii)	1.52	1.42
Rpap3	Rna polymerase ii associated protein 3	2.59	1.69
Serpina10	Serine (or cysteine) peptidase inhibitor, clade a (alpha-1 antiproteinase, antitrypsin), member 10	1.95	1.91
Snx10	Sorting nexin 10	1.78	1.95
Tmem176a	Transmembrane protein 176a	1.79	1.52
**Cellular development and differentiation**			
Fam55d	Family with sequence similarity 55, member d	1.56	1.51
Fndc3b	Fibronectin type iii domain containing 3b	2.99	2.04
Lce1d	Late cornified envelope 1d	−1.84	1.68
Mtap7d1	Microtubule-associated protein 7 domain containing 1	1.61	1.77
Phyhipl	Phytanoyl-coa hydroxylase interacting protein-like	−1.49	1.92
Sema4b	Sema domain, immunoglobulin domain (ig), transmembrane domain (tm) and short cytoplasmic domain, (semaphorin) 4b	1.44	1.67
Shisa6	Shisa homolog 6 (xenopus laevis)	−1.45	−1.62

Mice were treated with 30 mg/kg diclofenac once daily for up to 3 days. Whole genome microarray studies were performed and analyzed as detailed in the Material and Method section. 132 statistically significantly regulated genes (*p* < 0.01) were in common when single and repeated treatment groups were compared.

* The marked genes are also involved in stress response.

**Table 2B:** Commonly regulated immune, inflammatory and stress response genes after single and repeated diclofenac treatment for 14 days

ID	Gene description	Fold Change		
		Day 1	Day 3	Day 14
**Inflammation and immune response**				
Apcs*	Serum amyloid p-component	4.28	3.92	6.77
Ccl6	Chemokine (C-C motif) ligand 6	2.99	1.68	3.66
Cxcl1*	Chemokine (C-X-C motif) ligand 1	17.36	19.10	25.73
Cxcl13*	Chemokine (C-X-C motif) ligand 13	1.98	2.02	14.62
Hp*	Haptoglobin	1.43	1.57	1.44
Il33	Interleukin 33	1.74	1.54	4.41
Itih4*	Inter alpha-trypsin inhibitor, heavy chain 4	1.51	1.55	2.18
Lcn2*	Lipocalin 2	22.49	18.37	12.11
Lbp*	Lipopolysaccharide binding protein	1.88	1.67	−1.69
Marco*	Macrophage receptor with collagenous structure	4.00	1.98	7.20
Nfkbiz*	Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, zeta	2.90	1.69	3.33
Orm1*	Orosomucoid 1	1.72	1.52	2.28
Orm2*	Orosomucoid 2	8.46	10.83	8.19
Prg4	Proteoglycan 4 (megakaryocyte stimulating factor, articular superficial zone protein)	4.18	2.74	4.91
S100a9*	S100 calcium binding protein A9 (calgranulin B)	8.54	4.13	10.66
Saa3*	Serum amyloid A 3	6.89	4.39	14.33
Saa4*	Serum amyloid A 4	1.78	2.18	2.30
Serpina3n*	Serine (or cysteine) peptidase inhibitor, clade A, member 3N	4.60	3.24	4.65
Stat3*	Signal transducer and activator of transcription 3	1.93	2.08	1.99
Tfrc*	Transferrin receptor	1.77	1.85	2.72
**Stress response**				
Hspa1a	Heat shock protein 1A	1.71	−1.45	1.68
Icam1	Intercellular adhesion molecule 1	1.75	1.85	2.01
Plac8	Placenta-specific 8	2.00	1.68	2.29
Ptpn1	Protein tyrosine phosphatase, non-receptor type 1	1.59	1.62	1.65
Socs3	Suppressor of cytokine signaling 3	3.05	3.43	7.78
**Drug metabolism and detoxification pathways**				
Ces1d	Carboxylesterase 1D	−1.87	−2.88	−1.97
Ces1e	Carboxylesterase 1E	−1.76	−1.55	−1.87
Cyb561	Cytochrome b-561	4.26	2.79	4.42
Hsd3b5	Hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 5	−2.42	−1.63	−1.43
Mt1	Metallothionein 1	2.45	2.06	1.83
Mt2	Metallothionein 2	2.61	2.19	2.21
Qsox1	Quiescin Q6 sulfhydryl oxidase 1	1.88	1.58	2.15
Sqle	Squalene epoxidase	1.90	2.42	6.79
Steap4	STEAP family member 4	3.02	4.81	14.58
Upp2	Uridine phosphorylase 2	−1.61	−1.95	−1.56
**Transporter activity**				
Atp11a	ATPase, class VI, type 11A	2.83	1.82	5.46
Fabp2	Fatty acid binding protein 2, intestinal	−1.77	−1.81	−1.66
Slc3a1	Solute carrier family 3, member 1	2.60	2.24	3.76
Slc41a2	Solute carrier family 41, member 2	3.58	2.74	7.28
Slco1a1	Solute carrier organic anion transporter family, member 1a1	−1.77	−1.76	−1.70
Slco1a4	Solute carrier organic anion transporter family, member 1a4	−1.50	−1.43	−1.54
Slc25a30	Solute carrier family 25, member 30	−1.75	−2.10	−1.64
**Regulation of Cell death**				
Gas1	Growth arrest specific 1	−1.58	−1.81	−1.51
Tsc22d1	TSC22 domain family, member 1	−1.67	−1.55	−1.43
**Response to cytokine stimulus**				
Il13ra1	Interleukin 13 receptor, alpha 1	2.30	1.88	2.56
Mme	Membrane metallo endopeptidase	−2.14	−1.54	−1.81
**Metabolic processes**				
Acpp	Acid phosphatase, prostate	2.45	1.77	3.03
Agxt2l1	Alanine-glyoxylate aminotransferase 2-like 1	−1.79	−2.18	−3.16
B3galt1	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 1	3.53	7.23	8.21
Car1	Carbonic anhydrase 1	−1.80	−1.46	−1.53
Ctsj	Cathepsin J	3.68	1.50	1.89
Eif1a	Eukaryotic translation initiation factor 1A	1.97	1.69	1.55
Fgl1	Fibrinogen-like protein 1	2.17	1.96	2.89
Inmt	Indolethylamine N-methyltransferase	−1.79	−1.52	−2.38
Isyna1	Myo-inositol 1-phosphate synthase A1	5.21	1.86	2.76
Itih3	Inter-alpha trypsin inhibitor, heavy chain 3	1.81	1.64	1.87
Ly6e	Lymphocyte antigen 6 complex, locus E	1.58	1.69	2.40
Prtn3	Proteinase 3	8.84	3.72	2.67
Stk31	Serine threonine kinase 31	−1.47	1.51	1.57
Sucnr1	Succinate receptor 1	−2.24	−1.67	−1.58
Tgm1	Transglutaminase 1, K polypeptide	1.63	1.93	2.21
**Regulation of signalling**				
Lrg1	Leucine-rich alpha-2-glycoprotein 1	2.30	2.26	2.27
Tcl1b3	T-cell leukemia/lymphoma 1B, 3	2.61	1.80	2.10
Tifa	TRAF-interacting protein with forkhead-associated domain	1.86	3.52	15.81
Tspan4	Tetraspanin 4	1.68	1.92	1.68
**Binding activity**				
Cpne8	Copine VIII	3.44	2.48	6.19
Dnajc12	DnaJ (Hsp40) homolog, subfamily C, member 12	3.29	2.70	2.09
Ifitm6	Interferon induced transmembrane protein 6	3.36	1.69	2.94
Mpeg1	Macrophage expressed gene 1	2.37	1.56	1.70
Rpap3	RNA polymerase II associated protein 3	2.59	1.69	2.45
Serpina10	Serine (or cysteine) peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 10	1.95	1.91	3.05
Snx10	Sorting nexin 10	1.78	1.95	2.50
Tmem176a	Transmembrane protein 176A	1.79	1.52	2.21
**Cellular development and differentiation**				
Fndc3b	Fibronectin type III domain containing 3B	2.99	2.04	2.28

Mice were treated with 30 mg/kg diclofenac once daily for up to 14 days. Whole genome microarray studies were performed and analyzed as detailed in the Material and Method section. 74 statistically significantly regulated genes (*p* < 0.01) were in common when single and repeated treatment groups were compared.

* The marked genes are also involved in stress response.

### Regulation of transporters and drug metabolism genes

As diclofenac is extensively metabolized we initially assessed the regulation of genes coding for CYP enzymes and transporters. The microarray study revealed *Cyp26a1*, *Cyp2a4*, *Cyp2a5*, *Cyp3a13*, *Cyp2b9*, *Cyp2c40* and *Cyp2c55* to be significantly regulated after single treatment. Likewise, repeated treatment for up to 14 days caused significant regulations of *Cyp7a1*, *Cyp39A1*, *Cyp2c39*, *Cyp3a44* and *Cyp3a13*. 

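After the single dose, none of the 4 P450 genes that the paper names and that have a value here passed limma's test.
Cyp26a1, the retinoic acid hydroxylase, had a log2 difference of -1.26 (standard error 0.53, adjusted p = 0.351), and Cyp3a13, a drug-metabolizing P450, one of 0.82 (0.20, adjusted p = 0.231).
Cyp2b9 and Cyp2c55, enzymes of steroid and drug metabolism, had 0.66 and -0.78 (adjusted p = 0.747 and 0.436).
Cyp2a4 and Cyp2a5 share a probe set and give no value of their own, and no value is given here for Cyp2c40.
Averaged over days 1 and 3, Cyp3a13 rose by 0.74 (adjusted p = 0.037), and it lies on chromosome 5 of GRCm38 from 137892933 to 137925610.
Of 41 drug-metabolizing P450 genes, 29 were lower and 12 higher at day 1, and none passed over all genes (adjusted over the list alone, 1 higher and 3 lower).
As a list they shifted down (camera, adjusted p = 0.00282, adjusted p = 0.36 with an estimated correlation), with a median of -0.21, a shift that was lost with all 22 arrays in one model.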

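Cyp39a1, which hydroxylates 24-hydroxycholesterol, had log2 differences of 0.58 at day 3 and -0.72 at day 14 (adjusted p = 0.274 and 0.501, limma), the latter -0.30 without replicate 3 of the diclofenac group.
Cyp2c39, a retinoic acid and drug hydroxylase, had 1.86 and -0.11 (adjusted p = 0.369 and 0.907).
Cyp3a44, a steroid hydroxylase typical of female liver, had 1.13 and -0.77 (adjusted p = 0.418 and 0.494).
Cyp3a13 had 0.66 and 0.46 (standard errors 0.20 and 0.13, adjusted p = 0.245 and 0.237).
The P450 list showed no shift at day 3 (20 higher, 21 lower, none past the test, median -0.01, camera, adjusted p = 0.898).
At day 14 it shifted down, with 30 of 39 members lower, 9 higher and none past the test over all genes, 1 of the higher ones when adjusted over the list alone (camera, adjusted p = 0.0219, adjusted p = 0.609 with an estimated correlation).
That shift was lost without replicate 3 (adjusted p = 0.846).
Phase II enzymes, which conjugate drugs, shifted down at day 14 too (31 of 37 lower, none past the test over all genes, 1 lower when adjusted over the list alone, median -0.45, camera, adjusted p = 2.52e-05, adjusted p = 0.489 with an estimated correlation), among them Inmt, an N-methyltransferase, with -1.63.
Averaged over the list, phase II genes differed by -0.51, and by -0.23 without replicate 3.
They had shifted down at day 1 (29 of 37 lower, none past the test over all genes, 1 higher and 10 lower when adjusted over the list alone, camera, adjusted p = 6.86e-06, adjusted p = 0.36 with an estimated correlation), by a mean of -0.39, and of -0.17 without replicate 2 of the diclofenac group, with no shift at day 3 (mean 0.00938, adjusted p = 0.458).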

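Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had log2 differences of -1.13, 1.21 and -1.90 at days 1, 3 and 14 (standard errors 0.63, 0.63 and 0.92, adjusted p = 0.469, 0.51 and 0.488 from limma).
Without replicate 3 of the diclofenac group of day 1, its day 1 difference was -2.20 (adjusted p = 0.00487) and the day 3 difference passed as well, as it did with each day on its own arrays (adjusted p = 0.0186).
At day 3 its array signal was 3851 ± 234 (SD, n = 3) with diclofenac and 1719 ± 482 (SD, n = 3) with saline.
Bile acid synthesis genes shifted down at day 1 (16 of 20 lower, 4 higher, none past the test over all genes or when adjusted over the list alone, median -0.17, camera, adjusted p = 0.0119, adjusted p = 0.36 with an estimated correlation), a shift lost without saline replicate 2 of that day (adjusted p = 0.0741) and with all 22 arrays in one model, and no shift was seen at days 3 and 14 (medians -0.03 and -0.19, adjusted p = 0.868 and 0.0519).
At an unadjusted p under 0.01 and at least 1.5-fold, 4, 2 and 2 P450 genes were counted at days 1, 3 and 14, of 60, 60 and 54 tested.
Of 299, 299 and 271 transporter genes (Slc, Slco and Abc families), 8, 13 and 8 were counted.
As shares these are 6.67%, 3.33% and 3.7% of the P450 genes and 2.68%, 4.35% and 2.95% of the transporter genes (Fisher's exact test, two-sided, p = 0.123, 1 and 0.674).
By adjusted p (limma), the mitochondrial carrier Slc25a33 and a magnesium transporter, Slc41a1, singled out after its values were seen, changed at day 3 with -0.96 and 1.07, and no P450 gene changed.
The list of hepatic uptake and efflux transporters showed no shift on any day (medians -0.17, -0.07 and -0.20, adjusted p = 0.276, 0.57 and 0.0568).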

Note, *Cyp7a1* catalyses the hydroxylation of cholesterol during bile acid synthesis and was significantly up-regulated after repeated treatment; nonetheless genes coding for transporters were more frequently changed than those involved in drug metabolism and included major mitochondrial solute carriers (Table S3).

### Top bio-functions of genes influenced by diclofenac treatment

The GeneXplain and GenPlex software defined the top biological processes of DEGs with significant *p*-value (Tables S4–S6). Using the Ingenuity Pathway Analysis software and by applying the Fisher's exact test a functional enrichment analysis was performed and the statistically significant DEGs were categorized into diseases and disorders, molecular and cellular functions, physiological system, development and function (see Tables S7 and S8). Significantly enriched ontology terms were mainly associated with inflammatory response, gastrointestinal disease, organism injury/abnormalities and renal/urological disease after single treatment. Similarly, the genomic responses after repeated treatment involved inflammation, infectious and inflammatory disease as well as respiratory and hematological disorders with several of the inflammatory response genes being equally regulated after single and repeated treatment.

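Genes of the NF-kB pathway, which drives inflammatory transcription, were higher with diclofenac at each time, 22 of 26 at day 1, 23 of 26 at day 3 and 24 of 24 at day 14, with medians of 0.62, 0.52 and 0.52 on the log2 scale.
None passed limma's test over all genes, and 1, 7 and 1 passed when adjusted over the list alone.
The list shifted up on all 3 days (camera, adjusted p = 1.72e-06, 2.17e-07 and 8.62e-07; adjusted p = 0.36, 0.481 and 0.411 with an estimated correlation).
Interferon-stimulated genes shifted up at day 3 (21 of 26 higher, none past the test over all genes or over the list alone, camera, adjusted p = 0.00296, adjusted p = 0.627 with an estimated correlation), and no shift was seen at days 1 and 14 (adjusted p = 0.0746 and 0.0682).
The unfolded protein response, which relieves stress of the endoplasmic reticulum, shifted up at days 1 and 14 (26 of 29 and 28 of 29 higher, none past the test, 2 and 5 when adjusted over the list alone, medians 0.25 and 0.43; camera, adjusted p = 2.80e-05 and 1.73e-11; adjusted p = 0.387 and 0.316 with an estimated correlation).
At day 1 the mean of this list differed by 0.31 with 1 diclofenac treated liver within the saline range, and by 0.14 without replicate 2 of the diclofenac group.
At day 3 it showed no shift (11 higher, 18 lower, adjusted p = 0.458), although Xbp1 rose.
The list of apoptosis and cell death regulators showed no shift on any day (smallest adjusted p = 0.0682).
In all, 17, 15 and 21 of 43 lists shifted at days 1, 3 and 14, none of them with an estimated correlation (the mean difference shrank to under 0.5 times without replicate 2 of diclofenac day 1 in 5 of the 17 and without replicate 3 of diclofenac day 14 in 6 of the 21), where other splits of the same arrays gave a median of 9, 8 and 14.
The mean of the NF-kB genes differed by 0.75 at day 14, and by 0.32 without replicate 3 of the diclofenac group.

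**Figure D1:**
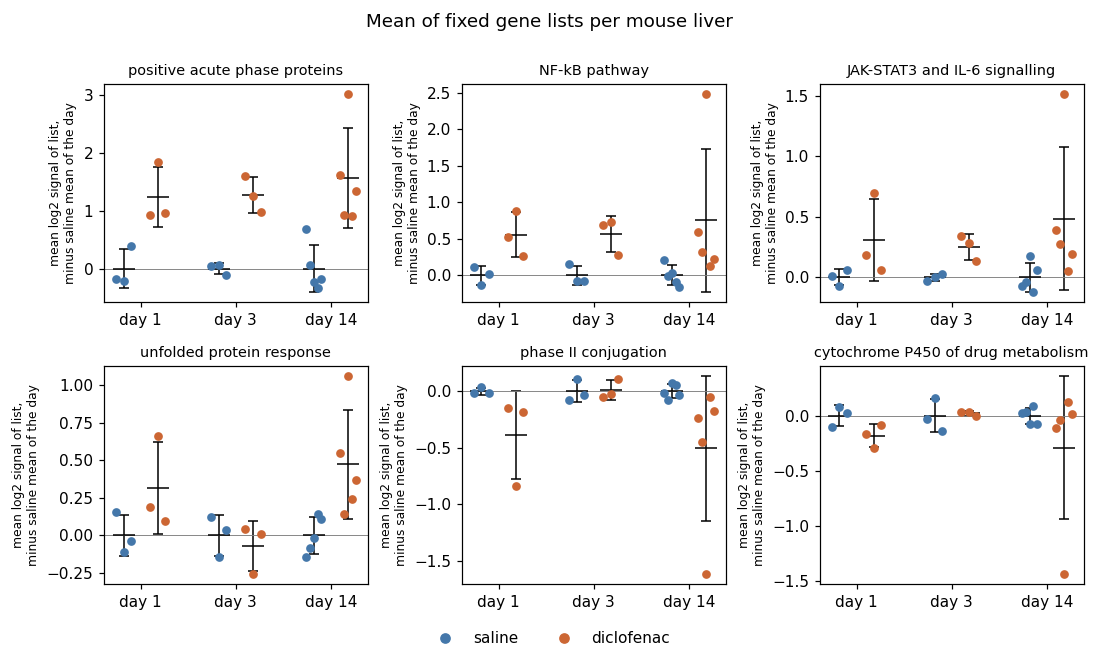
Mean log2 array signal of the members of 6 gene lists in each mouse, minus the saline mean of the same day, against group (saline or diclofenac at days 1, 3 and 14). Points are mice (3 per group at days 1 and 3, 5 at day 14), lines are group means and bars are SD. Acute phase genes lie above saline in the diclofenac groups of all 3 days.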

Furthermore, significantly enriched ontology terms related to molecular and cellular functions were cellular movement, molecular transport, cell death, cellular assembly/organization after single treatment, whereas cellular movement, cell-to-cell signalling/interaction, antigen presentation, lipid metabolism and molecular transport were top functions after repeated treatment.

In the category physiological system, development and function significantly enriched terms were liver development and function, immune cell trafficking and tissue development with DEGs being related to hepatic system development and hematopoiesis as well as tissue morphology after single and repeated treatment. Finally, common ontology terms involved the hematological system development and function, inflammatory response and immune cell trafficking.

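Markers of neutrophils were higher in diclofenac treated livers, 11 of 12 at day 1, 10 of 12 at day 3 and 10 of 10 at day 14, with medians of 0.90, 0.35 and 0.79.
None passed limma's test over all genes, and 1, 3 and 2 passed when adjusted over the list alone (camera, adjusted p = 0.00282, 0.0269 and 0.00128; adjusted p = 0.36, 0.525 and 0.405 with an estimated correlation).
Monocyte markers shifted up as well, with 9 of 12, 11 of 12 and 8 of 8 higher and none past the test over all genes, 3, 1 and 2 when adjusted over the list alone (camera, adjusted p = 0.00329, 0.00198 and 2.52e-05; adjusted p = 0.36, 0.481 and 0.293 with an estimated correlation).
Among them, Plac8, a protein of myeloid cells, had 1.13, 0.78 and 1.03 at days 1, 3 and 14, and 0.54 at day 14 without replicate 3 of the diclofenac group, while Fn1, fibronectin, which hepatocytes also make in quantity, had 0.66, 0.37 and 0.70.
Kupffer cell and macrophage markers were higher for 28, 27 and 28 of 29 genes, none past the test over all genes, 14, 1 and 0 when adjusted over the list alone (camera, adjusted p = 6.47e-12, 2.03e-05 and 1.81e-08; adjusted p = 0.36, 0.563 and 0.405 with an estimated correlation).
Mpeg1, a pore-forming protein of macrophages, rose by 0.96 on average over days 1 and 3 (adjusted p = 0.037).
Markers of T and NK cells (13 tested at days 1 and 3), of B and plasma cells (9) and of erythroid cells (6) showed no shift on any day (adjusted p of 0.382 or more).
At day 1 the mean difference of the neutrophil markers was 1.01 with 1 diclofenac treated liver within the saline range, and 0.33 without replicate 2 of the diclofenac group, and that of the monocyte markers was 0.83, and 0.48 without it.
The neutrophil shift at day 14 was lost without replicate 3 of the diclofenac group (adjusted p = 0.0635), and the macrophage shift at day 3 without replicate 2 (adjusted p = 0.0523).
The mean of the macrophage markers differed by 0.70 at day 14, and by 0.37 without replicate 3.
The paper names the inflammatory response and the trafficking of immune cells from ontology terms common to its regulated genes.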

### Canonical pathway analysis

Canonical pathway analysis was done with the molecular pathways tool available in the IPA library. After single treatment three metabolic pathways and seven signalling pathways were enriched and involved inositol phosphate, aminosugar, fructose and mannose metabolism. The signalling pathways were related to cellular immune responses, cytokine signalling, humoral immune responses, disease-specific pathway and the ingenuity toxicity list (Figure S3, Panel A). After repeated treatment the top 10 signalling pathways were concerned largely with apoptosis, cardiovascular signalling, cellular immune responses, cytokine signalling, disease-specific pathways, the ingenuity toxicity list, nuclear receptor signalling, and organismal growth development (Figure S3, Panel B).

Among the altered pathways, immune-related signalling was commonly affected and involved genes coding for *Orm1*, *Orm2*, *Apcs*, *Serpina3*, *Stat3*, and *Lbp*, along with *Saa2* and *Saa4*. Additionally, interleukin signalling appeared in the canonical pathway analysis and involved genes coding for *Stat3*, *Socs3*, *Il-33*, *Il1r1* and the chemokines *Cxcl3* and *Cxcl13*.

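Saa2 and Saa4, serum amyloid A proteins that hepatocytes secrete, and Orm2, an orosomucoid that binds drugs in plasma, rose at day 3.
Saa2 lies on chromosome 7 of GRCm38 from 46751833 to 46754313, and its array signal at day 3 was 38689 ± 6083 (SD, n = 3) with diclofenac and 1351 ± 312 (SD, n = 3) with saline, a log2 fold change of 4.85 (standard error 0.57, adjusted p = 0.00787 from limma).
Saa4 had 0.95 (adjusted p = 0.0322) and Orm2 3.22 (adjusted p = 0.0389).
At days 1 and 14 the differences were 7.37-fold and, on the log2 scale, 4.84 for Saa2, 0.72 and 1.17 for Saa4 and 3.28 and 4.28 for Orm2, none past the test (smallest adjusted p = 0.0675). Saa2 and Orm2 passed at day 14 without saline replicate 1 of that day, and at day 1 without saline replicate 3 of that day. Saa4 passed in neither case.
Averaged over days 1 and 3, Orm1 rose by 0.62, Apcs, serum amyloid P, by 1.83, Serpina3n, a protease inhibitor, by 1.81, Lbp, the lipopolysaccharide binding protein, by 0.86 and Stat3, the transcription factor of the IL-6 response, by 0.94 (adjusted p = 0.0159, 0.0109, 0.0045, 0.0245 and 0.0131).
At day 14 these 5 genes had 1.26, 2.50, 1.95, 0.62 and 0.86 (adjusted p = 0.127, 0.0788, 0.0788, 0.162 and 0.356).
Leaving out 1 array moved the adjusted p of Saa2, Saa4 and Orm2 at day 3 to as much as 0.0855, 0.232 and 0.232.

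**Figure D2:**
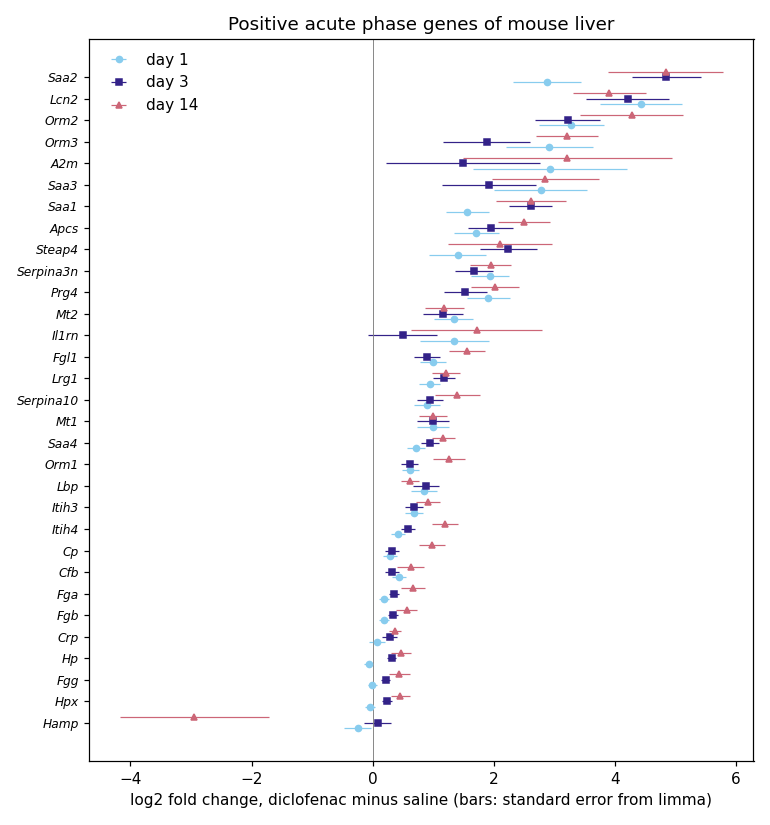
Log2 fold change of each of 31 positive acute phase genes, diclofenac against saline of the same day, at days 1, 3 and 14. Bars are standard errors from limma (n = 3 per group at days 1 and 3, n = 5 at day 14). At day 3 all 31 lie above 0, and Saa2 and Lcn2 have the largest differences.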

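Il1r1, the receptor of interleukin-1, rose by 1.43 on the log2 scale on average over days 1 and 3 (limma, adjusted p = 0.0291).
By day its differences were 0.89, 1.97 and 1.40 at days 1, 3 and 14 (standard errors 0.36, 0.36 and 0.41, adjusted p = 0.343, 0.0583 and 0.255).
Socs3, the feedback inhibitor of Stat3, had 1.33, 1.86 and 2.32 (adjusted p = 0.36, 0.254 and 0.356).
Il33, an alarmin of the interleukin-1 family, had 1.01, 1.13 and 1.15 (adjusted p = 0.306, 0.239 and 0.586), and 0.33 at day 14 without replicate 3 of the diclofenac group.
Cxcl13, a chemokine that attracts B cells, had 1.25, 1.03 and 1.97 (adjusted p = 0.273, 0.314 and 0.541), and 0.72 at day 14 without that replicate.
Cxcl3 lay below the array median in too many livers to be tested.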

### Regulatory gene networks

Apart from the initial pathway analysis we searched for regulatory gene networks. This defined the growth hormone receptor (*Ghr*), leptin receptor (*Lepr*) and protein tyrosine phosphatase, non-receptor type 2 (*Ptpn2*) as master regulators; their associated networks accounted for 140, 142 and 146 of significantly regulated DEGs or > 57% of total DEGs, respectively, after single treatment. Similarly, after repeated treatment > 50% of DEGs were connected in networks that consisted of the master regulators leptin receptor (*Lepr*), selectin (*Sele*) and suppressor of cytokine signalling 3 (*Socs3*). Moreover, common DEGs after single and repeated treatment for 3 days were grouped into networks with the leptin receptor, lipocaline 2 (*Lcn2*) and *Nfkb* as central acting molecules and accounted for 50% of significantly regulated DEGs. After 14 days of treatment the serum amyloid P-component (*Apcs*), CD44 antigen (*Cd44*) and cytotoxic T lymphocyte-associated protein 4 (*Ctla4*) were defined as master regulators and involved 31% of DEGs in their associated networks. 

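Lcn2, an acute phase protein that withholds iron from bacteria, rose at day 3 by 4.21 on the log2 scale (standard error 0.68, adjusted p = 0.0353 from limma), and its difference at day 1 was 4.44 (adjusted p = 0.144).
Ghr, the growth hormone receptor, had -0.38 and -0.36 at days 1 and 3 (adjusted p = 0.263 and 0.239) and fell by 0.37 on average over both (adjusted p = 0.0483). No fall of Ghr was seen at day 14, with 0.00067 (limma, unadjusted p = 0.997).
Lepr, the leptin receptor, had 1.07, -0.98 and -0.62 at days 1, 3 and 14 (standard errors 0.45, 0.45 and 0.72, adjusted p = 0.351, 0.458 and 0.768).
Nfkbiz, a nuclear regulator of NF-kB, had 1.18, 0.88 and 1.44 (adjusted p = 0.335, 0.509 and 0.253), Ptpn2, the T-cell protein tyrosine phosphatase, 0.10, 0.46 and 0.54 (adjusted p = 0.85, 0.361 and 0.473) and Cd44, the hyaluronan receptor, 0.70, 0.54 and 0.71 (adjusted p = 0.314, 0.447 and 0.564).
Without replicate 3 of the diclofenac group the day 14 differences of Nfkbiz, Ptpn2 and Cd44 were 0.97, 0.27 and 0.30.
Sele and Ctla4, an adhesion molecule of endothelium and an inhibitory receptor of T cells, lay below the array median in too many livers to be tested.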

Note, the genes coding for the master regulators were likewise significantly regulated (see Table 3).

**Table 3:** Master regulator genes after single and repeated diclofenac treatment for 14 days

Master regulatory genes	No of genes		Score	FDR	*Z*-score	Average Fold change	Rank sum
	Total No of genes in the network	Statistically significant DEGs					
**After single dose (day 1)**							
Leptin receptor (Lepr)	248	142	0.47394	0.011	2.54686	1.91	15
Growth hormone receptor (Ghr)	247	140	0.42311	0.018	2.88692	−1.48	18
Protein tyrosine phosphatase, non-receptor type 2 (Ptpn2)	253	146	0.42122	0.029	2.22294	1.57	27
**After repeated treatment (day 3)**							
Leptin receptor (Lepr)	254	145	0.44159	0.047	1.88705	−1.66	14
Selectin, endothelial cell (Sele)	262	153	0.44818	0.05	1.95103	1.61	12
Suppressor of cytokine signallingsignaling 3 (Socs3)	287	158	0.59558	0.019	1.78924	3.43	11
**Common DEGs after single (day 1) and repeated treatment (day 3)**							
Leptin receptor (Lepr)	68	33	0.62653	0.001	1.93479		17
Lipocalin 2 (Lcn2)	78	34	0.44549	0.015	1.96325	22.62	42
Nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, zeta (Nfkbiz)	70	34	0.4655	0.006	2.13014	2.91	31
**After repeated treatment (day 14)**							
Serum amyloid P-component (Apcs)	144	88	0.43611	0.047	1.76832	6.77	2
Cytotoxic T-lymphocyte-associated protein 4 (Ctla4)	161	94	0.55188	0.048	1.28056	2.17	3
CD44 antigen (Cd44)	172	96	0.6616	0.046	1.18176	1.77	3

Given is a summary of master regulatory networks with the number of total interacting genes and DEGs within the constructed networks, network score, *Z*-score and average fold change.

Note: *Z*- Score > 1 and Score > 0.2 was set to select statistically significant master regulators.

To search for cross-talk amongst individual regulatory gene networks an integrated network was constructed and 31%, 28% and 15% of DEGs were commonly regulated after single and repeated treatment, respectively (see Figures S4–S7). Intriguingly, the master regulatory molecules *Lepr*, *Lcn2*, *Nfkbiz*, *Socs3*, *Apcs* and *Ctla4* were also significantly regulated in the fused network amongst all treatments.

### Validation studies by qRT-PCR, western blotting and immunohistochemistry

Initially, a total of eight genes were selected with minor to moderate changes in gene expression to confirm their regulation by an independent method and except for *Stat3*, *Fas* and *Ror-a* there was agreement amongst both platforms in determining significant differences between control and diclofenac treated animals (Figure 11A). 

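On the arrays, Il13ra1, a receptor chain of interleukin-13, rose by 1.02 on the log2 scale on average over days 1 and 3 and Myd88, the adaptor of Toll-like receptors, by 0.50 (limma, adjusted p = 0.0227 and 0.037).
By day, Il13ra1 had 1.10, 0.94 and 1.23 and Myd88 0.32, 0.68 and 0.38 at days 1, 3 and 14, none past the test (smallest adjusted p = 0.0777), and Il13ra1 had 0.82 at day 14 without replicate 3 of the diclofenac group.
Fas, a death receptor, had 0.66, 0.39 and 0.33 (adjusted p = 0.238, 0.413 and 0.541), and Rora, a nuclear receptor of lipid metabolism, -0.05 and -0.36 at days 1 and 3 (adjusted p = 0.893 and 0.317).
Gstm3, a glutathione transferase, had -0.43, 0.91 and -0.83 (adjusted p = 0.469, 0.169 and 0.476), and Ptprj, a receptor phosphatase, 0.17, -0.10 and 0.38 (adjusted p = 0.707, 0.884 and 0.385).
Stat3 had 0.85 at day 1 and 1.02 at day 3 (standard error 0.20, adjusted p = 0.231 and 0.0777).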

The regulation of genes coding for master regulators was also studied by qRT-PCR and the results are given in Figure 11B. Because of the variable responses amongst individual animals statistical significance could not be established even though some of the master regulators were > 10-fold induced and the coded protein were significantly up-regulated (see WB experiments below). Next regulation of cytokines was investigated by qRT-PCR (see Figure 11C and Table S9 for regulated cytokines and cluster of differentiation molecules found to be regulated by diclofenac) and trend wise the microarray and qRT-PCR data agreed; however, the data were more variable in qRT-PCR assays. 

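Cxcl1, a chemokine that attracts neutrophils, had an array signal of 10539 ± 8531 (SD, n = 3) with diclofenac and 529 ± 217 (SD, n = 3) with saline at day 3.
Its log2 differences at days 1, 3 and 14 were 2.24, 4.10 and 3.25 (standard errors 0.95, 0.95 and 1.01, adjusted p = 0.351, 0.132 and 0.285 from limma).
Steap4, an iron reductase induced in inflammation, rose by 1.82 on average over days 1 and 3 (adjusted p = 0.0303).
By day it had 1.40, 2.24 and 2.11, and Tifa, an adaptor of NF-kB signalling, had 0.94, 2.01 and 2.41 (adjusted p = 0.306, 0.091 and 0.414, and 0.405, 0.111 and 0.382).
Saa3, an acute phase gene also made by macrophages, had 2.78, 1.92 and 2.86 (adjusted p = 0.259, 0.376 and 0.281).
All 5 diclofenac treated livers of day 14 lay above all 5 saline livers for Steap4 and Tifa (two-sided exact permutation test, p = 0.00794 and 0.00794), and without replicate 3 the differences were 1.14 and 1.35.

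**Figure D3:**
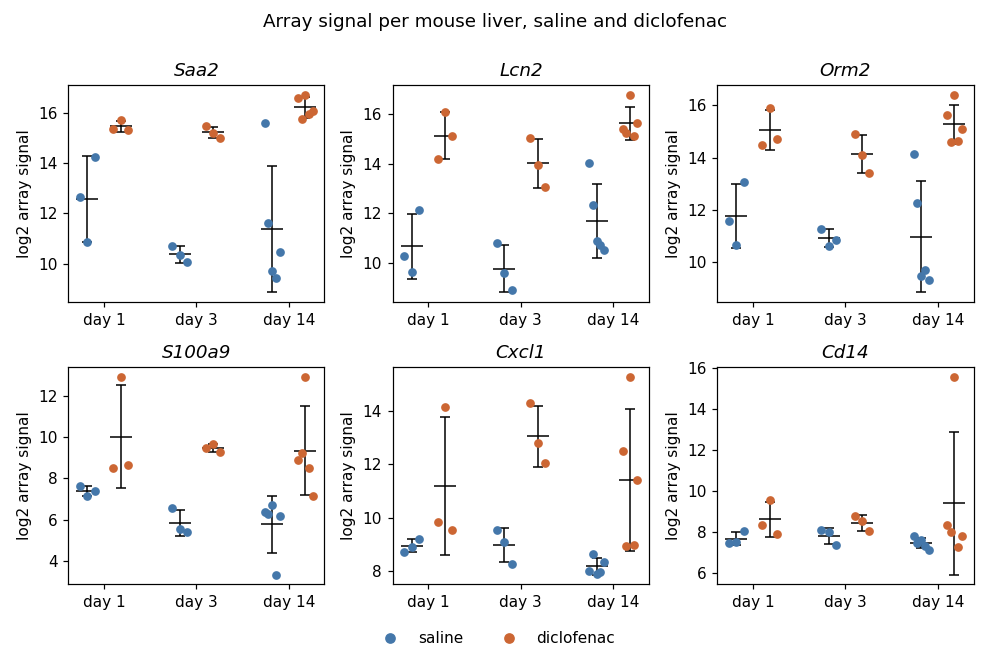
Log2 array signal of Saa2, Lcn2, Orm2, S100a9, Cxcl1 and Cd14 in each mouse, against group (saline or diclofenac at days 1, 3 and 14). Points are mice (3 per group at days 1 and 3, 5 at day 14), lines are group means and bars are SD. For Cd14 at day 14, 1 diclofenac treated liver lies far above the other 4.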

Diclofenac treatment caused significant hepatic glycogen depletion (see hepatic PAS staining Figure 2B and 2C); we therefore studied regulation of genes involved in glycogenesis and carbohydrate metabolism. This revealed the genes hexokinase 1 (Hk1) and enolase 1 (Eno1) to be moderately but significantly regulated. Specifically, *Hk1* catalyses the production of glucose-6-phosphate, a rate limiting step in mitochondrial glycolysis as well as Eno1, which determines the conversion of 2-phosphoglycerate to phosphoenolpyruvate (see Figure S8).

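Hk1, a hexokinase that is minor in hepatocytes and lies on chromosome 10 of GRCm38 from 62268855 to 62379920, had log2 differences of 0.06, -0.23 and 0.11 at days 1, 3 and 14 (standard errors 0.25, 0.25 and 0.23, adjusted p = 0.945, 0.794 and 0.882 from limma).
Two-sided exact permutation tests gave p = 0.700, 0.500 and 0.722.
Of 32 genes of glycogen and glucose metabolism, 18, 16 and 14 were higher and 14, 16 and 18 lower at days 1, 3 and 14, none passed over all genes, and 1 was lower at day 14 when adjusted over the list alone.
The list showed no shift on any day (camera, adjusted p = 0.847, 0.655 and 0.536).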

**Figure 11:**
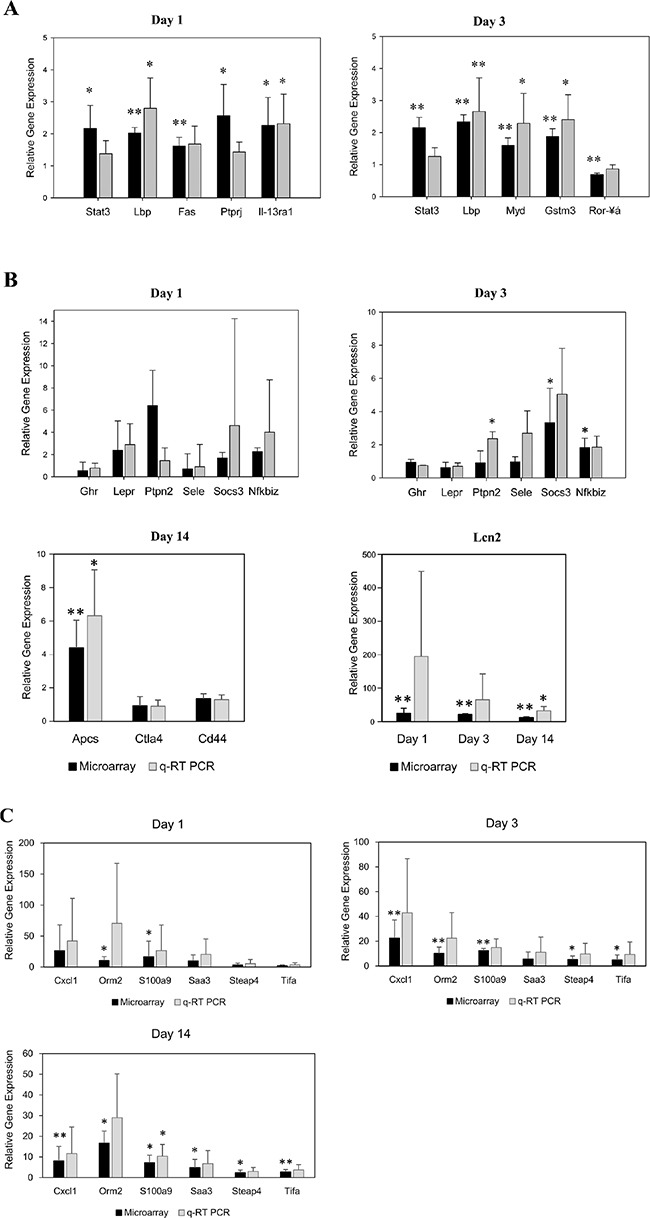
Microarray data validation by real time quantitative PCR (**A**) Validation of microarray data by quantitative real-time PCR of randomly selected genes. The *y*-axis indicates the relative fold change in expression (diclofenac-treated *vs*. saline-treated controls). Data are means ± SD (*n* = 3). *P < 0.05, **P < 0.01. (**B**) Validation of master regulators by quantitative real-time PCR. The *y*-axis indicates the relative fold change in expression (diclofenac-treated *vs*. controls). Data are means ± SD (*n* = 3). *P < 0.05, **P < 0.01. (**C**) Validation of cytokines by quantitative real-time PCR. The *y*-axis indicates the relative fold change in expression (diclofenac-treated *vs*. controls). Data are means ± SD (*n* = 3). *P < 0.05, **P < 0.01.

Next Western immunoblotting studies were performed to reveal significant regulation of fibronectin, growth hormone receptor (oppositely on day 1 and 3) and M-CSF (Figure 12A and 12B) and although pSTAT3 expression was highly induced among individual animals it failed statistical significance testing. The extremely large scattering of phospho-Stat3 might be due to some oscillation in the phosphorylation of Stat3 with animals not being synchronised in the circadian rhythm. After single diclofenac treatment, a small but statistically significant induction of TC-PTP was observed (see Figure 12A and 12B) while Western blotting of master regulatory molecules after repeated diclofenac treatment for 14 days identified CD44, CTLA4 and APCS to be up-regulated; however only the latter two proteins reached statistical significance (Figure 12C).

**Figure 12:**
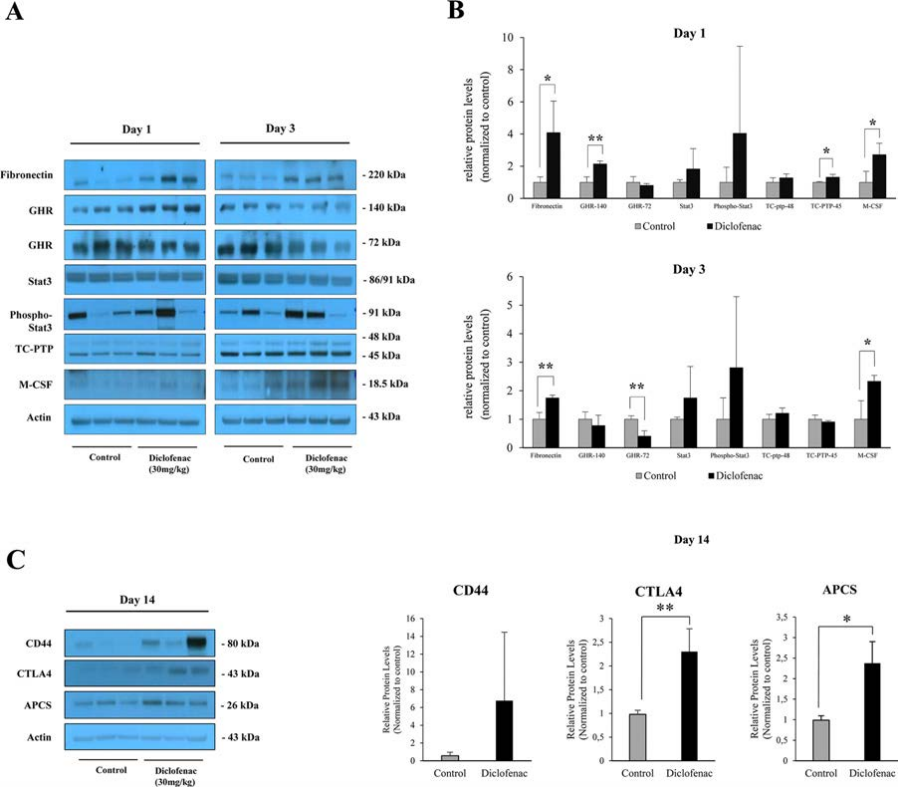
Western blotting of master regulatory proteins in liver extracts of diclofenac treated mice Depicted is the expression of master regulators after single and repeated treatment of mice for up to 14 days. (**A** and **C**) depict the Western immunoblotting results; the histograms in (**B**) represents densitometric scans of the immunoblots relative to the vehicle control. Data are expressed as mean and standard deviation. *P < 0.05, **P < 0.01.

The expression of master regulatory molecules was also studied by immunohistochemistry as detailed above.

### STRING PPI networks

Protein-protein interactions (PPI) were determined with the String software version 9.1. Overall, 48% of DEGs had proven PPIs after single and/or repeated treatment and therefore interact with each other. As diclofenac treatment influenced the expression of genes associated with inflammation, immune and stress response (see Table S2) individual PPI networks were constructed; as shown in Figures 13A–15A the total numbers of PPIs were 749, 687, 1043 after single and repeated treatment for 3 and 14 days, respectively. Furthermore, the numbers of PPIs within the inflammation, immune and stress response networks were 75, 107 and 282 after single (see Figure 13B–13D) and 89, 74, 256 after repeated treatment for 3 days (see Figure 14B–14D). Likewise, diclofenac treatment for 14 days was associated with 92, 96 and 413 PPIs, respectively (see Figure 15B–15D).

**Figure 13:**
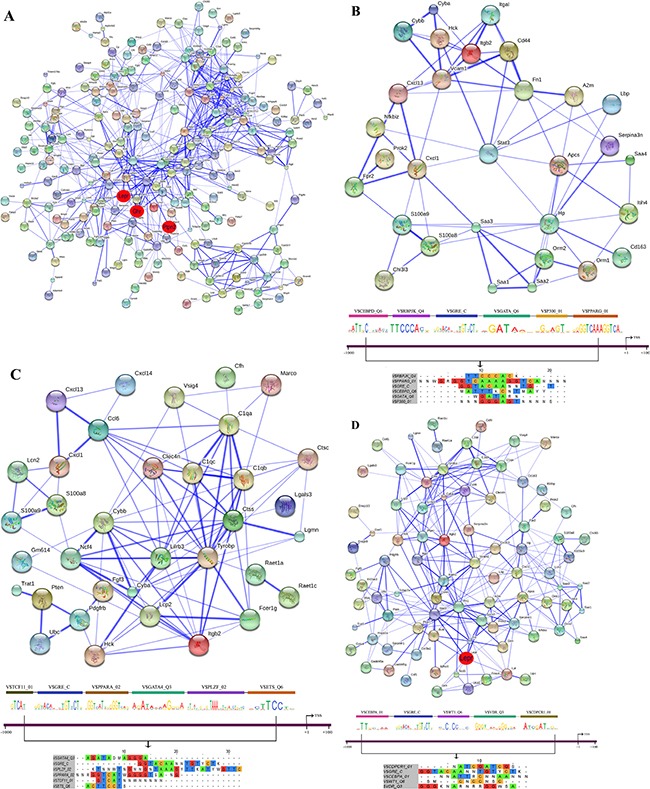
String protein interaction network and composite modules in livers of diclofenac treated mice after single treatment (**A**) Out of 471 DEGs a protein interaction network was constructed that consists of 225 DEGs and involved 749 PPIs. The red circle highlights the master regulatory genes; the strength of association amongst individual proteins is illustrated with the thickness of the blue line as defined in the STRING version 9.1. (**B**) Inflammatory response sub-network with its composite module of co-bound transcription factors at promoters of regulated genes. (**C**) Immune response sub-network with its composite module of co-bound transcription factors at promoters of regulated genes. (**D**) Stress response network with its composite module of co-bound transcription factors at promoters of regulated genes.

**Figure 14:**
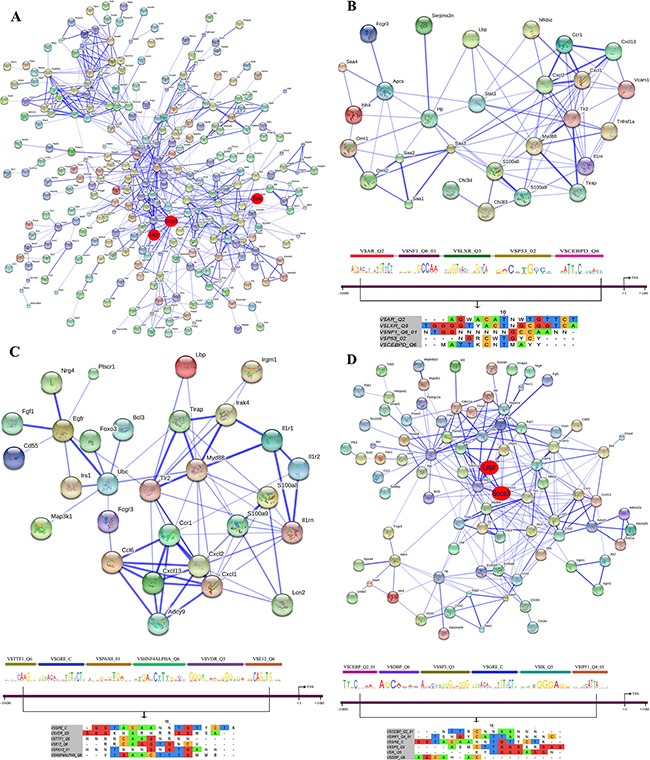
String protein interaction network and composite modules in livers of diclofenac treated mice after repeated treatment for 3 days (**A**) Out of 564 DEGs a protein interaction network was constructed that consisted of 277 DEGs and involved 687 PPIs. (**B**) Inflammatory response sub-network and its composite module. (**C**) Immune response sub-network and its composite module. (**D**) Stress response sub-network and its composite module. Please see Figure 13 for a description of the inferred association defined by the STRING version 9.1.

**Figure 15:**
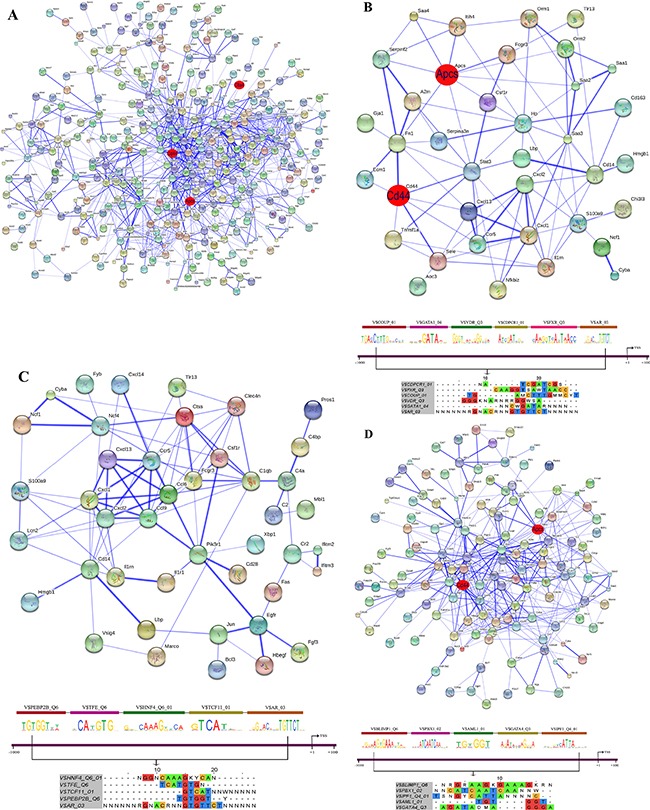
String protein interaction network and composite modules in livers of diclofenac treated mice after repeated treatment for 14 days (**A**) Out of 666 DEGs a protein interaction network was constructed that consists of 348 DEGs and involved 1043 PPI. (**B**) Inflammatory response sub-network and its composite module. (**C**) Immune response sub-network and its composite module. (**D**) Stress response sub-network and its composite module. Please see Figure 13 for a description of the inferred association defined by the STRING version 9.1.

### Co-occupancy of transcription factor binding sites in promoters of regulated genes

To define molecular circuits in inflammation the involvement of different transcription factor at gene specific promoters of inflammatory, immune and stress response genes was investigated and included computational analysis using position weight matrices available in the TRANSFAC database in addition to entrained genetic algorithms (see Table S10–S12). After single treatment and among 35 inflammatory responsive genes 28, 27, 34, 29, 23 and 17 were significantly enriched for *Cebpd, Rbpjk, Gre, Gata, P300* and *Pparg* transcription factor binding sites, respectively (see Figure 13B) whereas at gene specific promoters of *Orm2*, *Cxcl1*, *S100a8* and *Hck*, the entire composite module could be fitted. Similarly, after repeated diclofenac treatment for 3 days the composite module encompassed 37 inflammatory response genes with 25, 14, 17, 8, 32 and 14 genes being significantly enriched for *Ar*, *Nf1*, *Lxr*, *P53* and *Cebpd* transcription factor binding sites, respectively (Figure 14B). Next the composite module for common DEGs was computed and revealed significantly enriched *Gata*, *Gfi1*, *Nf1*, *Cebpa* and *Dr1* transcription factor binding sites (Figure S9). Previous research already identified C/EBP proteins to play a major role in the inflammatory response. After repeated treatment for 14 days inflammatory response genes involved the *Coup1*, *Gata1*, *Vdr*, *Cdpcr1*, *Fxr* and *Ar* transcription factors (Figure 15B). Conversely, promoters of the immune response genes were significantly enriched for *Tcf11*, *Gre*, *Ppara*, *Gata4*, *Plzf* and *Ets* TF binding sites after single (Figure 13C) and *Ttf1*, *Gre*, *Pax8*, *Hnfalpha*, *Vdr* and *E12* after repeated treatment for 3 days (Figure 14C). Likewise, after 14 days of treatment the composite module consisted of the transcription factors *Pebp2b* (*Cbfb*), *Tfe*, *Hnf4*, *Tcf11* and *Ar* (Figure 15C).

When promoters of stress response regulated genes were interrogated the composite modules consisted of *Cebpa*, *Gre*, *Wt1*, *Vdr* and *Cdpcr1* after single (see Figure 13D) and *Cebp*, *Dbp*, *Sp3*, *Gre*, *Ik* and *Ipf1* after repeated treatment for 3 days (Figure 14D). After 14 days of treatment a composite module was constructed and consisted of *Blimp1*, *Pbx1*, *Aml1*, *Gata4* and *Ipf1* transcription factors (Figure 15D). Note, the frequency of transcription factor binding sites in promoters of inflammatory, immune and stress response genes is given in Tables S13–S15.

### Studies with mouse hepatocyte cultures

Whole genome gene expression profiling of diclofenac treated primary mouse hepatocytes cultures revealed 2663 (1371 up- and 1292 down-) DEGs with the fold change of > 2 and *p*-value cut off of < 0.01. Furthermore, the comparison of *in vitro* and *in vivo* data (day 1, 3 and 14) defined 20 genes to be regulated in common (see Figure S10), however *Cxcl1, Dnajc12, Hp, Hsd3b5, Icam1, Il-33, Ly6e, Marco, Nfkbiz, Saa4, Serpina10, Steap4* and *Tmem176a* were oppositely regulated when compared to *in vivo* findings (Table S16).

## DISCUSSION

Diclofenac is a commonly prescribed NSAID for the treatment of pain and inflammation; however, its use is associated with adverse drug reaction most notable increased risk for arterial thrombotic event that prompted new safety advice by the European Medicines Agency in 2013. Apart from cardiovascular complications its use is also associated with significant gastrointestinal toxicity and drug-induced liver injury (DILI) of different grades including rare but life-threatening acute liver failures that required liver transplantation as determined in a recently published retrospective study involving 52 centres across 7 European countries [14]. A newly published study on the incidence, presentation and outcome in patients of the general population of Iceland also revealed diclofenac to rank second amongst drugs causing DILI [15] while histopathology findings of clinical cases are suggestive for an immune allergic reaction type in diclofenac DILI cases.

In an effort to define immune-mediated mechanisms of hepatotoxicity we investigated genomic responses in livers of mice after single and repeated diclofenac treatment. This revealed key molecular processes whereby diclofenac elicits an inflammatory, acute phase and immune response. Our findings agree with the general notion on diclofenac hepatotoxicity whereby reactive metabolites and immune mediated mechanisms lead to liver injury [16].

Specifically, the potential to cause liver injury in mice was investigated at diclofenac doses of 50, 80, and 120 mg/kg with serum transaminase activity being significantly increased at 80 and 120 mg/kg after 24 hours of treatment [10]. In this study diclofenac-induced liver injury was associated with regulation of *Il-1Δ* and *in vivo* blocking/neutralization of *Il-1Δ* activity with an inhibitory antibody ameliorated liver injury to suggest *IL-1β* to be involved in the pathogenesis of liver injury. 

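Il1b, the gene of the inflammatory cytokine interleukin-1 beta on chromosome 2 of GRCm38 from 129364569 to 129371164, had an array signal of 459 ± 688 (SD, n = 5) in diclofenac treated and 142 ± 23.4 (SD, n = 5) in saline livers at day 14.
The difference on the log2 scale was 0.76 (standard error 0.63, adjusted p = 0.672 from limma), and 0.06 without replicate 3 of the diclofenac group.
In the remaining 4 livers of that group the signal was 101 to 217, and in replicate 3 it was 1688 (two-sided exact permutation test over the group, p = 0.397).
At days 1 and 3 the differences were 0.08 and 0.32 (adjusted p = 0.947 and 0.799).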

In the present study and at the lower dose of 30 mg/kg body weight *Il-1Δ* was also significantly up-regulated (nearly 3-fold) after 14 days of treatment (see Table S9). At this dose significant changes in serum ALT, AST and ALP activities were observed, however 150 mg/kg induced mortality and acute liver failure. Therefore, our study evidences acute lethality at significantly lower doses to the previously reported LD50 of 345 mg/kg [TOXNET Database: http://chem.sis.nlm.nih.gov/chemidplus/rn/15307-86-5].

Owing to its extensive metabolism we initially assessed regulation of genes coding for drug metabolism and transport, however observed only minor, yet statistically significant changes after diclofenac treatment (see Table S3). Furthermore, the expression of *Sod2* was decreased in diclofenac-treated livers and this enzyme transforms toxic superoxide into hydrogen peroxide and oxygen in mitochondria. 

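Sod2, the mitochondrial superoxide dismutase on chromosome 17 of GRCm38 from 13007839 to 13018119, had log2 differences of 0.04, 0.10 and 0.24 at days 1, 3 and 14 (standard errors 0.10, 0.10 and 0.32, adjusted p = 0.893, 0.781 and 0.802 from limma).
Without replicate 3 of the diclofenac group the difference of day 14 was -0.12.
Of 23 genes of oxidative stress and NRF2, the regulator of antioxidant genes, 12 were higher and 11 lower at day 1, 15 and 8 at day 3 and 10 and 12 of 22 at day 14, none past the test over all genes.
Adjusted over the list alone, 1 was higher and 1 lower at day 1, 1 higher at day 3 and 1 lower at day 14.
No shift of this list was seen (camera, adjusted p = 0.865, 0.076 and 0.456).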

Decreased expression levels of *Sod2* are associated with oxidative stress as was shown in a previous performed hepatocyte cell culture study where production of reactive oxygen species (ROS) increased upon diclofenac treatment [5].

Diclofenac treatment induced innate and adaptive immune responses [10, 17–19] as demonstrated in the present study by the regulation of various chemokines *Cxcl1*, *Cxcl2*, *Cxcl13*, *Xcl1*, *Ccl6*, *Tnfaip8l2*, *Tnfsf12/13*, *Il-7*, *Il-15* and cytokine receptors *Il1r1*, *Il4ra*, *Fas* (see Table S2). Specifically, *Cxcl1*, *Cxcl2*, and *Cxcl13* facilitate recruitment of neutrophils, leukocytes, and B lymphocytes to sites of injury whereas *Xcl1* and *Ccl6* support differentiation of myeloid cells and CD8^+^ T cells [20, 21]. 

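Of 27 chemokine and cytokine genes, 19 and 20 were higher at days 1 and 3, and 15 of 21 at day 14.
None passed limma's test over all genes, and 0, 1 and 0 passed when adjusted over the list alone.
The list shifted up (camera, adjusted p = 0.0131, 0.0182 and 0.00475; adjusted p = 0.36, 0.481 and 0.405 with an estimated correlation), a shift lost without diclofenac replicate 1 at day 1 and without diclofenac replicate 2 at day 3.
Its mean differed by 0.57 at day 14, and by 0.29 without replicate 3 of the diclofenac group.
Ccl6, a chemokine of macrophages, had 1.18, 0.71 and 1.52 at days 1, 3 and 14 (adjusted p = 0.263, 0.472 and 0.365), and 0.95 at day 14 without replicate 3 of the diclofenac group.
Tnfaip8l2, a negative regulator of immune receptors, had 0.87, 0.63 and 0.93 (adjusted p = 0.251, 0.317 and 0.279), and at day 14 it was higher in 5 of 5 livers than in all saline livers (two-sided exact permutation test, p = 0.00794).
Il15, a cytokine of NK and memory T cells, had -0.34, 0.97 and 0.06 (adjusted p = 0.668, 0.269 and 0.956).
Cxcl2, a neutrophil chemokine, had 1.84 and 1.51 at days 1 and 3, and Xcl1, a chemokine of T and NK cells, -0.65 and 0.80 (smallest adjusted p = 0.365), both below the filter at day 14, as was Il7 on all 3 days.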

Increased expression of *Il-7* by hepatocytes controls T cell responses [21] while *Il-15* regulates the activation and proliferation of T cells and natural killer (NK) cells [22]. Additionally, *Il-33* was up-regulated and this member of the *Il-1* superfamily stimulates production of type 2 cytokines by T helper cells [23]. Thus, diclofenac treatment resulted in an increased expression of cytokines to influence T cell differentiation. According to the danger hypothesis, a danger signal is induced by immune responses to antigens as well as the interaction of pro-inflammatory cytokines and polarizing cytokines [24] and in the case of diclofenac involved regulation of *Tlr2*, *Tlr13* and the apoptosis related genes *Fas*, *Tnfrsf1a*, *Myd88*, and *Nfkbiz*. 

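Tnfrsf1a, the TNF receptor, had log2 differences of 0.48, 0.90 and 0.52 at days 1, 3 and 14 (standard errors 0.22, 0.22 and 0.18, adjusted p = 0.379, 0.139 and 0.347 from limma).
All 5 diclofenac treated livers of day 14 lay above all 5 saline livers (two-sided exact permutation test, p = 0.00794).
Tlr2, the receptor of bacterial lipoproteins, had 0.72, 1.02 and 0.58 (adjusted p = 0.43, 0.324 and 0.722).
Tlr13, the receptor of bacterial ribosomal RNA, had 0.71, 0.82 and 1.40 (adjusted p = 0.343, 0.307 and 0.201).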

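Chil3, also named Chi3l3, a chitinase-like lectin of macrophages on chromosome 3 of GRCm38 from 106147554 to 106167564, had array signals of 340.1 ± 460.4, 239 ± 99.4 and 582 ± 607 (SD, n = 3, 3 and 5) in diclofenac treated livers at days 1, 3 and 14, and of 7.09 ± 4.36, 7.88 ± 5.17 and 15.2 ± 15.3 in saline livers, where the array medians were 75.2 or more.
With saline signals in that range the size of a rise is uncertain.
The log2 differences were 4.87, 5.09 and 4.99 (standard errors 1.09, 1.09 and 0.84, adjusted p = 0.231, 0.100 and 0.0788 from limma), and the gene is among those that rose on average over days 1 and 3.
All diclofenac treated livers lay above all saline livers on each day (two-sided exact permutation test, p = 0.100, 0.100 and 0.00794).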

The *Chi3l3* gene was highly expressed, and this protein is known to be released from macrophages during inflammation. Diclofenac also induced *S100a8* and *S100a9* transcript expression and increased levels of the proteins hallmark numerous pathological conditions associated with inflammation [25].

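S100a8 and S100a9, the calcium-binding calprotectin pair of neutrophils and monocytes on chromosome 3, had log2 differences of 2.49, 3.40 and 4.82 and of 2.63, 3.63 and 3.56 at days 1, 3 and 14.
Their adjusted p from limma were 0.327, 0.187 and 0.136 for S100a8 and 0.304, 0.132 and 0.236 for S100a9.
Averaged over days 1 and 3, S100a9 rose by 3.13 (standard error 0.60, adjusted p = 0.037).
At day 14 the signal of S100a9 in replicate 4 of the saline group was 10.2, against 73.3 to 103 in the other 4 saline livers, and the difference without it was 2.96.
All 5 diclofenac treated livers of day 14 lay above all 5 saline livers for both genes (two-sided exact permutation test, p = 0.00794 and 0.00794).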

Furthermore, the expression of acute phase response genes was up-regulated in response to diclofenac treatment. 

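Of 31 genes of positive acute phase proteins, which the liver secretes in inflammation, 27, 31 and 30 were higher with diclofenac at days 1, 3 and 14, with medians of 0.94, 0.95 and 1.21 on the log2 scale.
By limma's test over all genes, 6 rose at day 3, the others did not pass, and none passed at days 1 and 14.
Adjusted over the list alone, 26, 28 and 28 were higher, and 1, hepcidin (Hamp, singled out after its values were seen), was lower at day 14 with -2.95.
The list shifted up on all 3 days (camera, adjusted p = 6.73e-22, 4.24e-32 and 1.05e-30; adjusted p = 0.36, 0.296 and 0.293 with an estimated correlation), whichever array was left out.
Saa1, a serum amyloid A protein, and Lrg1, a leucine-rich glycoprotein, rose at day 3 by 2.61 and 1.18 (adjusted p = 0.0215 and 0.0317).
Averaged over days 1 and 3, 18 of the 31 rose, among them Itih3 and Itih4, hyaluronan-binding inhibitors, by 0.68 and 0.50, and Prg4, lubricin, by 1.72.
The mean of the list in each liver was higher in all 5 diclofenac treated livers of day 14 than in all saline livers (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0683 over the 43 lists).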

Acute phase proteins are produced by hepatocytes and controlled by cytokines such as *Il-1β*, *Tnf-α*, *Ifn*γ, and *Il*-6 [26]. According to the study of Yano *et al.* 2012 [10] expression of *Il-1* is highest at 3 h, but expression of *Tnf*-α peaked at 24 h in diclofenac-treated mouse liver (80 mg/kg, *i.p*.) [11].

Additionally, *Stat3* is known to be a transcription factor activated by cytokines and growth factors and plays a key role in many cellular processes such as cell growth and apoptosis. In hepatocytes, *Stat3* is directly involved in the transcription of acute phase proteins by stimulating *Il-6* and interaction with *Nfkb1* [26]. In the present study, phosphorylated *Stat3* was highly induced in some of the treated animals (see Figure 12) and this protein controls transcription of *Socs3* which functions as an inhibitor of *Jak/Stat3* signalling [27]. Notably, *Socs3* supports differentiation of the Th17 and is implicated in autoimmune disease and a recent study reported that the expression of Th17 cell-mediated factors such as *ROR*-γt, and *Stat3* increased significantly in diclofenac-treated mouse liver [10].

Taken collectively, the release of proinflammatory cytokines by diclofenac stimulates cytokine receptor activation. Moreover, *Stat3*, which is activated by cytokine signalling, induces expression of acute phase proteins and differentiation of T cells and this feedback-loop is controlled by *Socs3* [28]. Expression of *Il4ra* and *IL13ra1* was also increased in response to diclofenac treatment; the coded proteins are known to activate *Jak/Stat6* signalling through binding of *Il-4* and *Il-13* [29]. Therefore, the Jak/Stat, PPAR, adipocytokine and chemokine signalling pathways were significantly influenced after single and repeated diclofenac treatment.

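Il4ra, the receptor chain that interleukins 4 and 13 share, had log2 differences of 0.67, 0.35 and 0.46 at days 1, 3 and 14 (standard errors 0.18, 0.18 and 0.20, adjusted p = 0.251, 0.498 and 0.454 from limma).
At days 1 and 3 all 3 diclofenac treated livers lay above all 3 saline livers for both Il4ra and Il13ra1 (two-sided exact permutation test, p = 0.100, the smallest that 3 against 3 allow), and Il13ra1 was among the genes that rose on average over these days.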

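Genes of JAK-STAT3 and IL-6 signalling were higher for 24, 22 and 27 of 32 members at days 1, 3 and 14, with medians of 0.28, 0.25 and 0.41.
At day 3, 1 rose and 1 fell by limma's test over all genes, and none passed on the other days.
Adjusted over the list alone, 5 were higher and 2 lower at day 1, 8 higher and 3 lower at day 3, and none at day 14.
The list shifted up (camera, adjusted p = 0.00236, 0.0187 and 2.52e-05; adjusted p = 0.36, 0.525 and 0.405 with an estimated correlation).
PPARa targets and genes of fatty acid oxidation, which burn fatty acids in fasting, showed no shift at day 1 (adjusted p = 0.847), and were lower for 24 of 27 members at day 3 and all 28 at day 14, with medians of -0.27 and -0.68.
None of them passed over all genes, and 1 and 10 passed when adjusted over the list alone (camera, adjusted p = 9.94e-05 and 2.53e-12; adjusted p = 0.481 and 0.293 with an estimated correlation).
At day 14 Fgf21, a fasting hormone of the liver picked after its values were seen, had -1.48, and Fabp2, a fatty acid binding protein, -0.86 (adjusted p = 0.119 and 0.291).
The JAK-STAT3 shift of day 3 was lost without saline replicate 1 or diclofenac replicate 1 of that day (highest adjusted p = 0.0549) and with all 22 arrays in one model.
At day 1 the mean of the JAK-STAT3 genes differed by 0.31 with 1 diclofenac treated liver within the saline range, and by 0.12 without replicate 2 of the diclofenac group.
At day 14 its mean differed by 0.48, and by 0.23 without replicate 3 of the diclofenac group.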

### Molecular circuits of inflammation

The network analysis defined several master regulators, i.e. the leptin receptor, *Ghr*, *Ptpn2*, *Socs3, Sele*, *Lcn2*, *Nfkbiz*, *Ctla4*, *Apcs* and *Cd44* after single and repeated diclofenac treatment. Four of the master regulators (*Lepr Ghr, Ptpn2 and Socs3*) directly interact with *Stat3* to significantly influence the constructed gene networks. As described above, *Stat3* is rapidly activated by various cytokines and growth factors including *Il-6*, EGF family members and hepatocyte growth factor as part of an immune response and inflammation [30–32]. This factor intercede regulation of several pro-inflammatory (*Mapks*, p38, *Jnk*, and *IκB* kinase) and anti-inflammatory (*Pi3k-Akt*) signalling cascades as had been observed in LPS treated mice [25, 33]. 

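Lep, which encodes leptin and is expressed mainly in fat tissue, lay below the array median in every liver and was not tested.
Its array signal at day 1 was 11.5 ± 6.17 (SD, n = 3) in diclofenac treated and 4.7 ± 1.82 (SD, n = 3) in saline livers, and at day 14 9.48 ± 7.65 (SD, n = 5) and 16.5 ± 14.8 (SD, n = 5), which is within the background of arrays whose median signals lie between 75.2 and 89.9.
Markers of adipocytes showed no shift at days 1 and 3 (camera, adjusted p = 0.115 and 0.971), and shifted down at day 14 with 5 of 6 lower, none past the test over all genes and 2 when adjusted over the list alone (camera, adjusted p = 0.0125, adjusted p = 0.293 with an estimated correlation), a shift lost without diclofenac replicate 1 of that day (adjusted p = 0.0524).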

Another factor significantly up-regulated in response to diclofenac treatment was leptin and this 16-kDa adipokine plays a key role in energy intake to influence monocyte/macrophage-mediated responses during inflammation [34]. Several studies suggest leptin to be a pro-inflammatory molecule whereby the leptin receptor directly or indirectly modulates signalling pathways involved in kinase-induced phosphorylation by *Jak2/Stat3*, *Erbb2*, *Erk, Irsl* and *Rho/Rac* [35]. This cytokine interacts with *Socs3*, i.e. another master regulator of the repeated diclofenac treatment network; its interaction with *Stat3* constitutes a negative feedback loop on leptin receptor activity [36, 37]. Several of the pro-inflammatory cytokines found to be up-regulated in the present study also induce expression of *Socs3* and this protein is an important master regulator that can be activated by STAT and nuclear factor κΒ (NF κΒ)-mediated pathways [38].

The growth hormone receptor is another master regulator identified in the network analysis and plays a major role in response to tissue injury [39, 40]. Importantly, the growth hormone and leptin receptors are influenced by multiple intracellular signalling cascades, including Jak-Stat pathway [41] and chemokine signalling pathway found to be regulated in the present study (*Hck, Ncf1, Stat3, Nfkb1,* and *Cxcl1*) and are a part of the hepatic inflammatory response [42] to suppress hepatic *Ghr* signalling [43]. Specifically, GHR protein expression was reduced at day 3 of diclofenac treatment thus evidencing its degradation (see Figure 12).

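Ncf1, a subunit of the phagocyte NADPH oxidase on chromosome 5 of GRCm38 from 134220053 to 134229628, had log2 differences of 0.69, 0.12 and 0.65 at days 1, 3 and 14 (standard errors 0.29, 0.29 and 0.43, adjusted p = 0.351, 0.916 and 0.596 from limma), and 0.17 at day 14 without replicate 3 of the diclofenac group.
Genes that growth hormone keeps high in male liver shifted down at day 1, with 17 of 21 lower, none past the test over all genes and 3 when adjusted over the list alone (median -0.66, camera, adjusted p = 1.71e-04, adjusted p = 0.387 with an estimated correlation), and showed no shift at days 3 and 14 (adjusted p = 0.534 and 0.57).
Their mean at day 1 differed by -0.61 with 1 diclofenac treated liver within the saline range, and by -0.20 without replicate 2 of the diclofenac group.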

Additionally, the protein tyrosine phosphatase (*Ptpn2*) was identified as a master regulator and it's regulation by diclofenac is of particular importance in the modulation of interferon gamma signal transduction as part of the inflammatory pathway [44]. In the present study Tc-PTP was modestly but significantly up-regulated as determined by qRT-PCR and immunoblotting. The present study also identified E-selectin as a master regulator whose decisive roles in placing leukocytes to the site of injury during inflammation has been documented [45]. The increased expression of *Lcn2* is of clinical significance and is associated with activation of neutrophils as seen in inflammation and oxidative stress conditions [46]. It is also strongly induced in hepatocytes and adipocytes, both *in vitro* and *in vivo* by pro-inflammatory cytokines, such as interleukin-1Δ and tumour necrosis factor alpha and was induced by diclofenac treatment [47].

Network analysis of 14 day repeated diclofenac treatment data revealed the cytotoxic T lymphocyte-associated antigen 4 (*Ctla4*) as master regulator; note, the coded protein is a key element in the immune system to induce immune tolerance and is one of the critical negative regulators of the T cell-mediated immune response. Furthermore, *Ctla4* gene polymorphism is a risk factor for drug induced liver injury [48] and is associated with autoimmune liver diseases including primary biliary cirrhosis [49]. *Ctla4*-mediated signal transduction was also reported to induce cell death in previously activated T cells and abnormal expression of *Ctla4* can be associated with varies pathologies including chronic immune diseases as well as malignancies [50]. Likewise, the serum amyloid P-component (*Sap* or *Apcs*) is a major acute phase protein that is synthesized in response to pro-inflammatory cytokines and binds to DNA to modulate immune responses [51]. It was reported that hepatic *Apcs* gene expression is enhanced during inflammation [52, 53].

Lastly, network analysis revealed *Cd44* as a master regulator which we found highly but variably regulated amongst individual animals (Figure 12). This membrane bound receptor functions in the regulation of several biological processes including adhesion, migration, invasion, survival and inflammation [54] and plays a role in a variety of inflammatory responses, including the induction of pro-inflammatory cytokines and the migration of macrophages and neutrophils [55, 56]. Binding of hyaluronic acid to *Cd44* promotes the interaction with a number of other cell surface proteins, for instance *Tlr4* and *Egfr*, and influences the activity of a variety of downstream protein kinase signalling pathways (MAP kinase and Akt pathways) [57]. It was also reported that *Cd44* provides a critical link between cellular metabolic changes and the development of inflammation as well as insulin resistance in liver [58].

### Co-occupancy of transcription factor binding sites

Regulatory gene networks were interrogated by analysing transcription factor binding sites at gene specific promoters. Eventually, composite modules were computed after single and repeated treatments. A notable finding is the vitamin D receptor (*Vdr*), i.e. a transcription factor that was significantly regulated in either composite module after single and repeated diclofenac treatment regimens. Several independent studies implicate *Vdr* in the inflammatory response [59–61] and in the innate and adaptive immune system [62–64] by regulating the production of inflammatory cytokines and inhibiting the proliferation of pro-inflammatory cells, both of which are crucial for the pathogenesis of inflammatory and autoimmune diseases. Moreover, *Vdr* polymorphisms are associated with risk and severity of liver diseases such as primary biliary cirrhosis, autoimmune hepatitis and hepatocellular carcinoma [65, 66].

Besides, the transcription factor and master regulator glucocorticoid receptor (*Nr3c1*) is strongly implicated in the regulation of inflammatory, immune and stress response genes after single and repeated diclofenac treatment with most of the inflammatory response genes being bona fide targets for *Gre* and *Nfkb* [67, 68].

Furthermore, the CCAAT/enhancer-binder protein (C/EBP) families of transcription factors (i.e. *Cebpd* and *Cebpa*) play an important role in the transcriptional regulation of inflammatory and stress response genes [69]; thus a complex interplay exists by which *Tnf-alpha*, *Il-1*, nuclear factor κB, activator protein-1, early growth response protein-1 and C/EBPs to intensify the inflammatory response [70] with *Cebp*Δ and d isoforms being up-regulated while *Cebpa* was down regulated in response to inflammation [33]. The co-occupancy TF analysis also revealed GATA factors to take part in the inflammatory and stress response after single and repeated diclofenac treatment. Among the GATA Zn-finger proteins isoforms 1 to 3 play major roles in the hematopoietic and immune system [71] whereas *Gata4* and *Gata6* participate in the control of liver-specific gene expression as was shown by Mwinyi et al. 2010 [72]. It was reported that *Gata2* and 3 engage in protein complexes with *Cebpa/CebpΔ* to jointly suppress adipocyte differentiation [73]. In addition, the liver-specific transcription factors *Hnf1a* and *Hnf4a* are part of the constructed inflammatory and immune composite modules and play a crucial role in the regulation of metabolism including bile acid, cholesterol and lipoprotein metabolism as well as glucose and fatty acid metabolism by maintaining hepatocyte differentiation [74–76]. During inflammation the metabolic competence of the liver is greatly affected and involves altered nuclear receptor activity, cross-talk amongst different cell types including macrophages, B and T cells, cytokine signalling and cytokine mediated activity of liver enriched transcription factors to influence liver regeneration, apoptosis, and liver-specific gene regulation as had been reviewed by us [74, 77, 78].

Moreover, repeated diclofenac treatment elicited regulation of the *P53* tumour suppressor. This transcription factor is activated in response to different cellular stresses including DNA damage and hypoxia and mediates a variety of anti-proliferative processes [79]. The interaction of p53 with the transcription co-activators p300 (see Figure 14B) and CREB-binding protein (CBP) enhances its ability to bind and activate transcription of target genes [80]. Likewise, *Ppar* is a part of the composite module constructed after single diclofenac treatment and the *Ppar* family transcription factors can be activated by numerous fatty-acid metabolites that are produced during the inflammatory response. *In vivo* and *in vitro* studies evidence PPAR signalling pathway to be significantly regulated in diclofenac treated mice [81] and *Ppary* is involved in negative regulation of *Il-6* mediated acute phase response in hepatocytes. The transcription factors *Ppary* and *Cebpa* are both inferred in the stress and inflammatory response composite modules after single diclofenac treatment and are known to promote adipocyte differentiation [82] with *Ppary* regulating the expression of a number of genes involved in peroxisomal and mitochondrial fatty acid β-oxidation. Similarly, *Lxr* has been characterized as regulator of macrophage inflammatory pathways and is a part of the constructed inflammatory response composite module after repeated diclofenac treatment for day 3.

Therefore, coordinate regulations of *Ppar* and *Lxr* transcription factors and glucocorticoid receptor have been proposed to integrate local and systemic responses to inflammation [83, 84]. Recent studies also highlight the role of chromatin higher order structure in the regulation of inflammatory gene expression and specifically the p300 co-activator protein. This histone acetylase functions through various interaction domains such as the RID, KIX, the interferon response binding domain and p53 with transcription factors defined in the inflammatory and immune response networks (see Figure 14B). A further member of the constructed composite module is *Rbp-j*, i.e. a DNA binding protein that plays a key role in signal transduction during myeloid cell differentiation by the Notch signalling pathway [85, 86].

The farnesoid X receptor (*Fxr*) was regulated by diclofenac and apart from its role in bile acid homeostasis it also functions in triglycerides, cholesterol and carbohydrate metabolism during the acute phase response [87]. It was shown earlier that pro-inflammatory cytokines induce *Fxr* activity during infection and inflammation, accompanied by abnormalities in lipid metabolism that are similar to those seen in common disorders, such as diabetes, obesity, and the metabolic syndrome [88, 89].

A further transcription factor of the inflammatory and immune response composite module with eminent importance in liver biology is the androgen receptor (*Ar*); altered *Ar* signalling is observed in various liver diseases including steatosis, cirrhosis and hepatocellular carcinoma [90] and was shown to play a suppressive role on liver gene expression during inflammation. In addition, exaggerated *Ar* activity may promote hepatocarcinogenesis via increased cellular oxidative stress, DNA damage/repair and cell apoptosis [91, 92].

Lastly, our network analysis of diclofenac induced immune response genes inferred regulation of the *Tcf11/Nrf1* transcription factor and the protein is known to influence expression of genes involved in glutathione (GSH) biosynthesis and other oxidative defence enzymes. Importantly, knockout of the gene in the liver of mice caused increased inflammation, apoptosis and spontaneous development of hepatic cancer [93]. The transcription factor *Tfe3* is part of day14 immune response composite module and plays a major role in activation of the immune system [94] and the regulation of glucose metabolism in liver [95].

## CONCLUSIONS

The present study provides evidence for a mechanism of diclofenac induced liver injury that involves pro-inflammatory cytokine and acute phase responses. We propose a molecular circuit that lead to an imbalance of pro- and anti-inflammatory signalling as a cause of what is supposed to be an idiosyncratic liver injury. The methodology employed in the present study may also help to understand immune allergic liver injury induced by other NSAIDS.

## METHODS

### Animals and drug treatment

All animal work followed strictly the Public Health Service (PHS) Policy on Humane Care and Use of Laboratory Animals of the National Institutes of Health, USA. Formal approval to carry out animal studies was granted by the animal welfare ethics committee of Institutional Animal care and Use Committee (IACUC).

C57BL6- mice (males, 8 weeks old) were purchased from the Orient-Bio Co. (Seongnam, Korea). Mice were maintained under laboratory conditions of controlled temperature (23 ± 3°C) and humidity (55 ± 10%) with a 12/12 h light/dark cycle and were given standard food pellets and water *ad libitum*. The sodium salt of diclofenac was purchased from (Sigma-Aldrich, St. Louis, MO) and diluted in sterile saline (Sigma-Aldrich) and administered daily by intraperitoneal injection of 30 mg/kg (low dose, *N* = 6) or 150 mg/kg (high dose, *N* = 6) for up to 14 days. Because of the high mortality observed at the 150 mg/kg dose the genomic studies were performed with tissue samples of the lower dose only. Control mice (*N* = 6) were administered corresponding quantities of saline. The mice were killed at 24 h (day 1), 72 h (day 3) or 14 days after vehicle or diclofenac administration. Furthermore, studies with primary mouse collagen sandwiched hepatocytes were performed using a protocol previously described [96, 97] with the following modifications: Briefly, the portal vein of *N* = 3 mice was cannulated with a 22-gauge plastic cannula and the liver was perfused with a Krebs Ringer buffer (pH 7.4) containing glucose (10 mM) and Hepes (10 mM), at a flow rate of 4 ml/min. The liver was subsequently perfused with a collagenase solution (Calcium containing Krebs Ringer Buffer with glucose) for 10–15 min. Hepatocytes were isolated by removing the capsule and filtering through the cell strainer. Isolated hepatocytes were washed three times with ice cold DMEM containing 10% FBS and hepatocytes of > 90% viability were obtained by using the Optiprep™ density gradient medium (Sigma-Aldrich, St. Louis, MO). The primary hepatocytes were suspended in DMEM medium (Lonza, Verviers, Belgium) and plated on collagen coated dishes. After four hours the medium was discarded and overlaid with a sandwich matrix (1.25 μg/cm^2^ of rat tail collagen). The medium was replaced with fresh HepatoZYME-SFM (Life technologies) medium and after 24 hours of culture primary hepatocytes were treated with 500 μM diclofenac for a further 24 h. The control group was treated with the vehicle only (0.5% v/v DMSO).

### Blood biochemistry

Blood was drawn from the inferior vena cava, and serum was obtained by centrifugation at 3,000 rpm for 30 min at room temperature. Serum aspartate aminotransferase (AST), alanine aminotransferase (ALT), alkaline phosphatase (ALP) and total bilirubin (TBIL) were measured using a Dry Chem-3000 autoanalyzer (FujiFilm, Tokyo, Japan).

### RNA extraction

The liver was explanted from the diclofenac (30 mg/kg) and saline-treated mice, washed free of blood and snap-frozen in liquid nitrogen. Liver samples were subsequently stored in a deep freezer until RNA extraction. Frozen liver samples were immediately added to the RLT buffer containing β-mercaptoethanol and homogenized using a TissueLyser (Qiagen, Hilden, Germany). Total RNA from each tissue was isolated and purified using the RNase mini kit (Qiagen) according to the manufacturer's recommendation. The concentration of total RNA was assessed using a NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE), and RNA integrity was determined with a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA).

### Microarray analysis and data capture

Microarray studies were performed with an initial amount of 250 ng total RNA as previously described [98]. All steps of cDNA synthesis, biotin labeling, fragmentation, hybridization, staining, washing and scanning were performed according to the manufacturer's recommendations (Affymetrix, Santa Clara, CA). The Affymetrix GeneChip Mouse 430 2.0 was used for microarray analysis and was scanned using a GeneChip Scanner 3000 (Affymetrix). The microarray scanned image and intensity files (.cel file) were imported into the GenPlex gene expression analysis software (http://genplex.co.kr). Data normalization was performed using MAS 5.0 and Global Median normalization. Differentially expressed genes were selected using a volcano plot based on > 1.5-fold change using Welch's *t*-test (*P* < 0.05) and DEG filtering.

The microarray data were uploaded to the Gene Expression Omnibus (GEO) database [accession number GSE 75277].

### Quantitative real-time RT-PCR analysis

The differentially expressed genes were validated by quantitative real-time RT-PCR. The primers were purchased from GenoTech (Daejeon, Korea). Total RNA (2 μg) was reverse-transcribed with SuperScript II (Invitrogen, Carlsbad, CA) using an oligo-dT primer as described by the manufacturer. cDNA samples were stored at −20°C until use. Quantitative real-time RT-PCR was performed in a 20 μl reaction volume containing 0.5 μl (10pM) forward and reverse specific primers, 10 μl of SYBR Green master mix (Applied Biosystems, Carlsbad, Califomia), 2 μl of cDNA and 7 μl of nuclease-free water. The cDNA was amplified using a StepOne and StepOnePlus Real-Time PCR System (Applied Biosystems) following the manufacturer's protocol. The *18S* ribosomal RNA primers were used as an internal control. Note, the primer sequences of all genes investigated are listed in Table S1.

### Western blot analysis

Liver tissue from diclofenac (30 mg/kg) and saline-treated mice (day 1, 3 and 14) was removed, snap-frozen in liquid nitrogen and kept in a deep freezer until further processing. The frozen tissue together with 600 μl of PRO-PREPTM solution (iNtRON, Seongnam, Korea) was homogenized with a TissueLyser (Qiagen, Hilden, Germany); the homogenate was incubated on ice for 30 min and centrifuged at 13,000 rpm and 4°C for 5 min. The supernatant was transferred to a new tube and the protein concentration was determined with the Bradford Protein Assay (Bio-Rad, Hercules, CA). Subsequently, the samples were heated with Bolt^™^ sampling buffer (Life technologies, Grand Island, NY) and reducing agent (Invitrogen, Waltham, MA) at 70°C for 10 min. An equal amount of protein lysates was loaded to Bolt™ bio-tris plus mini gels (Life technologies, Grand Island, NY) and blotted onto a nitrocellulose membrane (Millipore, Bedford, MA). After protein transfer, membranes were blocked with Tris-buffered saline (TBS)/0.1% Tween 20 (ScyTek, West Logan, UT) and 5% (w/v) nonfat dry milk for 1 h at room temperature, and thereafter probed with the indicated primary antibodies (1:200~1:1000) overnight at 4°C. All antibodies were diluted with SuperBlock T20 (PBS) blocking buffer (Thermo, Waltham, MA). After washing of the membranes these were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies (1:2000) for 2 h. Once again the membranes were washed to remove excess secondary antibody and bands were visualized using the enhanced chemiluminescence (ECL) detection system (Pierce Biotechnology, Rockford, IL) according to the manufacturer's recommendations. The anti-STAT3, anti-phosphorus STAT3, anti-fibronectin, anti-M-CSF, anti-RC-PTP, anti-actin antibodies and secondary antibody were purchased from Santa Cruz Biotechnology (Santa Cruz, CA). The anti-GHR was purchased from Abcam (Cambridge, UK).

List of antibodies used in the western blot:

**Table:** 

Antibody	Vendor	Cat no.	Lot number
**Growth hormone receptor**	Abcam	ab134078	YI05181 0CS
**CTLA4**	Abcam	ab134090	
**Actin (C-11)**	Santa Cruz Biotechnology	sc-1615	E0913
**APCS**	Santa Cruz Biotechnology	sc69796	SAP(6E6)
**Fibronectin (EP5)**	Santa Cruz Biotechnology	sc-8422	G1812
**M-CSF (D-4)**	Santa Cruz Biotechnology	sc-365779	A0912
**p-STAT3 (B-7)**	Santa Cruz Biotechnology	sc-8029	J0813
**STAT3 (C-20)**	Santa Cruz Biotechnology	sc-482	I1113
**TC-PTP (S-17)**	Santa Cruz Biotechnology	sc-102129	
**CD44**	R & D SYSTEMS	AF6127	

### Histopathology

Using standard operating procedures of the laboratory a range of stains were employed to evaluate the liver morphology of control and diclofenac treated mice and included Hematoxylin and eosin (H & E), Periodic acid-Schiff reaction (PAS), PAS diastase digestion, Elastica van Gieson, silver and Prussian blue.

### Immunohistochemistry

Livers from control and diclofenac treated animals were fixed in 4% buffered paraformaldehyde and embedded in paraffin block using standard protocols of the laboratory. 1 μm thick sections were deparaffinised and rehydrated through a descending alcohol series followed by a 4 min washing step in distilled H2O. Subsequently, antigen retrieval was performed in citrate buffer (pH 6) in a water bath at 98°C for 30 min. The ZytoChem-Plus HRP Polymer-Kit of Zytomed Systems, Germany was used for immunohistochemistry. The slides were rinsed with distilled H2O and after a 5 min incubation step in tris-buffered saline (washing buffer), endogenous peroxidase activity was blocked with 3% peroxidase blocking reagent (Merck, Germany) for 5 min followed by a second washing step. Thereafter, the sections were blocked for 5 min with protein-block serum free reagent (ZytoChem-Plus HRP Polymer-Kit, reagent 1) and incubated with primary antibodies for 60 min. The antibodies were purchased from diverse vendors and diluted with washing buffer as given in parenthesis: CD 31 (DAKO clone JC 70 A, Germany diluted to 1:75), CD68 (DAKO clone KP-1, Germany diluted to 1:100), Lipopolysacharide binding protein sc-14666 (Santa Cruz Biotechnology, Inc., USA diluted to 1: 25), Tc-PTP sc-102192 (Santa Cruz Biotechnology, Inc., USA diluted to 1:75), macrophage colony stimulating factor sc-365779 (Santa Cruz Biotechnology, Inc., USA diluted to 1:300), Ki-67 (Thermo Fischer clone SP 6, Germany diluted to 1:100) fibronectin sc-8442 (Santa Cruz Biotechnology, Inc., USA diluted to 1:50), growth hormone receptor ab134087 (Abcam, UK diluted to 1:300), Leptin receptor sc-18931 (Santa Cruz Biotechnology, Inc., USA diluted to 1:50) and Hep Par1 clone OCH1E5 (Santa Cruz Biotechnology sc-58693, Inc., USA diluted to 1:800). The bound primary antibodies or bridging antibodies were incubated with labelled polymer HRP Anti-Rabbit or anti Mouse secondary antibody (ZytoChem-Plus HRP Polymer-Kit, reagent 2) for 20 min. Subsequently, the reaction was developed and visualized by use of reagent 3 of the ZytoChem-Plus HRP Polymer-Kit and by placing the slides in a moist chamber at room temperature allowing an incubation time of 30 min.

Finally, the sections were counterstained with Haematoxylin for 5 min, washed under running warm tap water for 10 min and dehydrated in a cabinet at 60°C for 20 min, coverslipped and examined under a light microscope (Nikon Ni-E microscope, Japan). Image capture and photo-documentation was done with the Nikon NIS basic research microscopic imaging software version 4.3.

The images were converted into Tiff files and unless otherwise stated the images were finalised in Adobe Photoshop version CS5. With the exception of Ki67 and Hep Par 1 all immunohistochemistry images are shown in the auto-colour function mode.

### Primary genomic data analysis

Commonly expressed genes amongst different treatment groups were determined by employing a Venn diagram analysis, and inflammatory, immune and stress response genes were sorted by biological process and gene ontology using the GenPlex software version 3.0. The functions and canonical pathways of the differentially expressed genes were subsequently interrogated using the Ingenuity Pathway Analysis (IPA) software version 9.0; (Ingenuity Systems, Redwood City, CA). This system is continuously updated with new scientific publications, review articles, text books and KEGG ligand information stored in the ingenuity system knowledge base. *P*-values < 0.05 were considered as statistically significant and therefore non-random association. *P*-values were calculated using the right-tailed Fisher exact test.

### Bioinformatic analysis

The microarray expression data were normalized using the MAS5 algorithm available within the GeneXplain 3.0 platform (http://www.genexplain.com/). Then, differentially expressed genes (DEGs) were determined by applying a hypergeometric test to the normalised data sets with a cut-off ≥ ± 1.5 fold change and *p*-value < 0.01. Genes satisfying these conditions were grouped as up- and down-regulated and a heat map for DEGs was created based on the average-linkage hierarchical clustering with Euclidean distance (ArrayTrack software Version 3.5.0 [99]).

### Functional enrichment analysis

DEGs were mapped to various ontologies, i.e. biological processes, cellular components, molecular functions, reactome pathways and transcription factor classification. For each ontological term respective *p*-values were calculated using the GeneXplain platform, Version 3.0.

### Gene regulatory network analysis

Regulatory gene networks were constructed with an analysis tool of the GeneWays database [http://wiki.biouml.org/index.php/Geneways] available within the GeneXplain platform Version 3.0. A default cut-off score of 0.2, a FDR < 0.05 and a Z-score at 1.0 with a maximum radius of 4 steps upstream of an input gene set was set to identify statistically significant master regulatory genes. Note, the GeneWays tool is an integrated system used to automatically extract, analyse, visualize and integrate molecular pathway data from published peer reviewed articles and more than eight million abstracts [100].

### Transcription factor binding site analysis

The TRANSFAC^®^ 2013.2 library of positional weight matrices and ‘vertebrate_non_redundant_minSUM’ profile was used for an identification of transcription factor binding sites (TFBS) in promoters of up- and down-regulated genes (Yes-set). Specifically, promoters of DEGs were extracted using an automated procedure with respect to the transcriptional start site (TSS) and contained the TFIIB recognition element and the TATA-box at the 5′-end, an initiator region around the TSS and a downstream promoter element (DPE) at the 3′-end [101]. The extracted promoters were interrogated for cis-regulatory binding sites with a length of −1000 to +100 base pairs relative to the TSS. Overrepresentation of transcription factor binding sites in promoters of differentially expressed genes were identified by comparing individual sites in promoters of DEG (= Yes-set) and non-regulated genes (= No-set) as previously described by Stegmaier et al. 2011 [102].

### Construction of composite modules

A composite module is a particular combination of positional weight matrices (PWM) for different transcription factors and is based on an analysis of individual TFBS with a test for pairwise co-occurrences of binding sites. As described recently, the approach represents a variant of the F-MATCH algorithm for binding site pairs and quantifies overrepresentation of promoter sequences with sites of both PWMs in the foreground set using the Fisher test [102–104]. Specifically, DEGs implicated in the inflammation, immune and stress response were considered for composite module (CM) construction, and the procedure is based on the primary multi-component fitness function as to ascertain co-occupancy of different transcription factors in promoters of regulated genes [102, 104]. The default filtering criteria of the GeneXplain platform was used and statistically significant composite modules were determined.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

NSAID: Nonsteroidal anti-inflammatory drug
DILI: Drug-induced liver injury
ALT: Alanine aminotransferase
AST: Serum aspartate aminotransferase
ALP: Alkaline phosphatase
TBIL: Total bilirubin
H & E: Hematoxylin and eosin
PAS: Periodic acid-Schiff
LPS: Lipopolysaccharide
Th-17: T helper 17 cells
DEGs: Differentially expressed genes
IPA: Ingenuity Pathway Analysis
TFBS: Transcription factor binding sites
TSS: Transcription start site
PWM: Position weight matrix
DPE: Downstream promoter element
CMs: Composite modules
PPI: Protein-protein interaction
ROS: Reactive oxygen species

How the deposited data were processed for this re-analysis (not part of the article)

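Liver RNA of 22 male C57BL6 mice, given saline or diclofenac at 30 mg/kg daily, was measured on 1 Affymetrix Mouse 430 2.0 array per mouse, with 3 arrays per group at day 1, 3 at day 3 and 5 at day 14. The sample labels state groups of 5 at every time, the methods state 6 mice per group, and the deposit holds 3 or 5 arrays per group. The authors processed the arrays with MAS5 and deposited linear signal intensities, which they had scaled so that each array has the same trimmed mean, 500.0 after leaving out 2% at either end. All values were above 0, and no detection calls or scan dates come with them.

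Signals were taken to log2 as deposited. Of the probe sets, 34958 are assigned to 1 gene symbol, 932 to several and 9211 to none, and only the first kind was used, with the probe set of highest mean for each of 18194 genes. A gene was tested when its signal lay above the array's own median in at least 3 arrays of the model, which left 12884 genes at days 1 and 3 and 11884 at day 14. Models were fitted in limma 3.58.1 under R 4.3.3, with moderated variances and a trend of variance on signal, for the 12 arrays of days 1 and 3 together and the 10 arrays of day 14. Each diclofenac group was compared with the saline group of its own day, two-sided, with a Benjamini-Hochberg adjusted p under 0.05. The difference of the day 3 and day 1 effects and the difference between the saline groups of days 3 and 1 were tested in the same model. The mean of the day 1 and day 3 effects was added after the results of the other splits of the arrays had been seen. Where a single gene is given with an exact permutation test, all splits of the livers of 1 day were counted, two-sided.

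A total of 43 gene lists (26 of pathways and 17 of cell type markers) were written before the data were examined and tested with camera at a preset correlation of 0.01, adjusted over the lists of each day. The same lists were tested with a correlation estimated from the data and with fry, a rotation test of each list by itself. Gene positions are those of RefSeq on GRCm38. Tables and exact tests were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

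Genes are named in the text by a rule set beforehand: those the paper names in its text and Tables 2A and 2B, whose values in those tables had been seen; the 10 with the largest rise and the 10 with the largest fall in each comparison among those past the test with livers that do not overlap; and up to 4 per list past the test. Genes named outside this rule are said to have been chosen after their values were seen, and genes of the mean effect of days 1 and 3 were chosen in that way throughout.

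The alternatives set before the data were examined were no filter, a filter at the 60th percentile, quantile normalization, centring of each array on its median, addition of the array's median signal before log2, the mean of all probe sets of a gene, every probe set on its own, each day on its own arrays, all 22 arrays in one model, array weights, a term for replicate number, the methods' t-test, the study's second thresholds (unadjusted p under 0.01 and at least 1.5-fold) and leaving out each array. Replicate numbers do not pair the animals, since 1 of 11 saline and diclofenac pairs of equal number had a correlation of residuals over 0.1. The procedure was tested on simulated data of the same size, in which 20 of 20 lists shifted by 0.5 on the log2 scale and 0 of 20 unshifted lists were called at each time. In the real arrays, splits other than that by treatment called a median of 9, 8 and 14 of the 43 lists at days 1, 3 and 14. The arms of these splits mix diclofenac and saline livers and can keep a part of their difference, so that the medians are not a rate of false calls. The simulation need not describe the false calls of lists in the real arrays. Of the genes changed 4-fold in the simulated data, 84%, 78% and 96% were recovered at days 1, 3 and 14, shares that need not hold in the real arrays. Protein, serum, histology and cell culture measurements are not part of the deposit and were not analysed here, nor were genes without a probe set of their own.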

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

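The 5 tests of replicate 3, the test of the 18S control and both tests of the blood cell markers were chosen only after the results were seen.

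In the 5 livers of each day 14 group, 240 groups of gene or list values were examined for a liver far from the rest, where chance alone marks about 1 in 20, and 36 were marked. Of these, 32 are due to the same liver, replicate 3 of the diclofenac group. By gene, the log2 differences between diclofenac and saline with that liver were Marco 2.08, 1.07 without it; Cd14 1.92, 0.38 without it; Ccl6 1.52, 0.95 without it; Il1b 0.76, 0.06 without it; Il33 1.15, 0.33 without it; Il13ra1 1.23, 0.82 without it; Tifa 2.41, 1.35 without it; Steap4 2.11, 1.14 without it; Nfkbiz 1.44, 0.97 without it; Ptpn2 0.54, 0.27 without it; Cd44 0.71, 0.30 without it; Sod2 0.24, -0.12 without it; Ncf1 0.65, 0.17 without it; Cyp39a1 -0.72, -0.30 without it; Cxcl13 1.97, 0.72 without it; A2m 3.22, 1.25 without it; Mpeg1 0.80, 0.51 without it; Plac8 1.03, 0.54 without it; Sqle 1.23, 0.18 without it. Of these, A2m was chosen after its values were seen. For the mean of a list, the differences were bile acid synthesis -0.33, -0.10 without it; chemokines and cytokines 0.57, 0.29 without it; cholesterol synthesis and SREBP2 targets 0.43, 0.031 without it; cytochrome P450 of drug metabolism -0.29, -2.56e-04 without it; heat shock response 0.070, 0.27 without it; hepatic uptake and efflux transporters -0.13, 0.019 without it; JAK-STAT3 and IL-6 signalling 0.48, 0.23 without it; Kupffer cell and macrophage markers 0.70, 0.37 without it; NF-kB pathway 0.75, 0.32 without it; periportal hepatocyte markers -0.29, -0.15 without it; phase II conjugation -0.51, -0.23 without it; urea cycle and amino acid catabolism -0.26, -0.11 without it; pericentral hepatocyte markers -0.00321, 0.18 without it.

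A saline liver was far from the rest in 4 cases. These were replicate 4 for S100a9 (3.56, 2.96 without it), replicate 2 for the adipocyte markers (-0.54, -0.65 without it) and the growth hormone dependent, male-biased liver genes (-0.048, -0.13 without it), and replicate 5 for the cholangiocyte markers (0.51, 0.36 without it).

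Replicate 3 of the diclofenac group of day 14 therefore stands apart in macrophage, NF-kB and metabolic genes. Degraded RNA is argued against by a log2 ratio of 3' to 5' control probe sets of 0.693, below the highest of the other arrays of its group, 0.805. The quality of the array is not excluded, since its 18S control probe sets were 0.35 above those of the next of the 22 arrays on the log2 scale, its hybridisation controls were the highest of all (12.44, next 12.34) and its weight the lowest (0.129). Blood in the piece is argued against by erythroid markers at -0.34 from the saline mean on the log2 scale. A lower share of hepatocytes would raise macrophage and endothelial markers alike, and in this liver macrophage markers exceeded endothelial markers by 1.53 (standard error 0.33 over the members). A saline liver under this label is argued against by the mean of its positive acute phase genes, 15.98 on the log2 scale, which exceeded that of the highest saline liver of day 14 by 2.33 (SD of the saline livers 0.41). The quality of the array, a liver from outside these groups and an individual response of this animal stay open, the last 2 of them untested.

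The effect of diclofenac differed between days 3 and 1 for 14 lists by camera on the difference itself, with no gene past the test. Median differences, day 3 minus day 1, were 0.34 (cholesterol synthesis), 0.17 (P450 genes), 0.28 (extracellular matrix), -0.30 (glucocorticoid-induced genes), 0.32 (male-biased genes), 0.18 (heat shock), 0.34 (stellate cell markers), -0.22 (macrophage markers), 0.18 (negative acute phase proteins), 0.20 (pericentral markers), 0.34 (phase II enzymes), -0.23 (PPARa targets), -0.31 (unfolded protein response) and 0.13 (urea cycle). None passed with an estimated correlation (smallest adjusted p = 0.509). Some of these lists also shifted between the saline groups of the 2 days by camera at the preset correlation. They were cholesterol synthesis, glucocorticoid-induced genes, heat shock, PPARa targets and the unfolded protein response. The differences of these lists need not come from the diclofenac groups. None of the 43 lists shifted between the saline groups with an estimated correlation (camera, smallest adjusted p = 0.0644). The mean of the glucocorticoid-induced genes went from 11.51 at day 1 to 12.18 at day 3 in saline livers and from 12.09 to 12.42 with diclofenac.

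Without diclofenac, 28 genes (20 higher, 8 lower) differed between the saline livers of day 3 and day 1 by limma's test. The paper does not report this comparison. The count was not stable. None passed without saline replicate 1 or saline replicate 3 of day 1, and more passed without diclofenac replicate 2 of that day. Fewer passed with the mean of probe sets. Tat, Angptl4, Zfp36 and Nfkbia had 1.24, 1.20, 1.21 and 0.72 on the log2 scale and Angptl8 -1.51, all chosen after their values were seen. Among 9 lists that shifted, glucocorticoid-induced genes had 15 of 17 members higher (2 rose, 9 adjusted over the list alone; camera, adjusted p = 3.58e-10, adjusted p = 0.32 with an estimated correlation).

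The saline groups of days 1 and 3 were on different days, so that day and array batch coincide, and the 18S control was 2.63 higher at day 3 on the log2 scale. The time of killing was tested on clock genes, of which Per1 had the largest difference between saline groups that do not overlap, 1.13 (adjusted p = 0.284 from limma). In the other 12 of 13 clock genes the saline livers of the days overlapped, with -0.55 for Dbp, -0.23 for Nr1d1, -0.23 for Per2 and 0.56 for Arntl. Neither can be told apart from an effect of repeated handling, since each day has its own arrays and no scan dates are given.

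Of the genes that changed at day 3, 13 are not named in the paper's text or tables available here, among them Nos1ap (2.61), G530011O06Rik (2.13), Zkscan16 (2.09), Ppl (1.52), Cpeb2 (-1.16), Plekhf1 (-1.11), Tbc1d8 (-1.05), Fam214a (-1.05), Cntrl (-0.88) and Tspan12 (-0.71). Of those that changed on the mean of days 1 and 3, 37 are not named there. Tables S3 to S9 were not available.

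Neutrophil and monocyte markers were higher with diclofenac at each day, though neither list passed with an estimated correlation on any day. At day 1 their mean differences of 1.01 and 0.83 became 0.33 and 0.48 without replicate 2 of the diclofenac group. At day 14 the neutrophil markers differed by 1.42, and their shift by camera was lost without replicate 3 of the diclofenac group. A larger amount of blood left in the pieces is argued against at day 3. There the mean log2 fold change of erythroid minus neutrophil markers was -1.09 (standard error 0.46 over the list members, not over livers). More white cells in the same amount of blood would not raise erythroid markers, and this was not tested. With all livers kept, the erythroid minus neutrophil gap at day 3 was the smallest of the 3 days. At days 1 and 14 the gap was -1.20 and -1.39 (0.40 and 0.62). It was not computed without replicate 2 of diclofenac day 1 or replicate 3 of diclofenac day 14. A lower share of hepatocytes is argued against at day 3 too, where endothelial and stellate minus neutrophil and monocyte markers gave -0.999 (standard error 0.29 over the list members). This gap was likewise not computed without those 2 livers on the other days. A larger number of these cells in the liver stays a hypothesis, found and examined in the same arrays, and a change of expression within resident cells was not tested.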

How the results depend on the processing

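The mean of the day 1 and day 3 effects, the counts over every probe set without a filter and the clustering on genes at unadjusted p under 0.01 were chosen only after the results were seen.

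The count at day 3 (26) became 16 with no filter, 17 with quantile normalization, 13 with the mean of probe sets, 145 with each day on its own arrays, 1 with all 22 arrays in one model (Mfng, chosen after its values were seen, and 0 of the 26), 156 with array weights, 6 with a term for replicate number, 321 with the methods' t-test, 0 with that test after Benjamini-Hochberg adjustment, 258 at unadjusted p under 0.01 and at least 1.5-fold and 556 so over every probe set without a filter. The cause was not tested. At day 1 (0) it was 188, 248 and 520 with the last 3 of these unadjusted thresholds. At day 14 (0) it was 3 with quantile normalization, 15 with centring, 2 with the median added before log2, 133 with all 22 arrays, 109 with array weights, 1 with the replicate term, 284 with the t-test, and 205 and 439 at the last thresholds.

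The difference between the days (0) was 96 at unadjusted p under 0.01 and at least 1.5-fold. The saline difference (28) was 14 with no filter, 2 with the mean of probe sets, 96 over every probe set, 224 with array weights, 0 with the replicate term (limma) and 194 unadjusted. The mean effect of days 1 and 3 (87) was 32 with all 22 arrays, 190 with array weights, 24 with the replicate term and 299 unadjusted. Genes shared by days 1 and 3 (0) were 20 with the t-test and 46 unadjusted, and by all 3 days (0) 11 and 24.

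Leaving out 1 array gave 0 to 5 genes at day 1: 5 without saline replicate 3 of day 1 (Saa2, Orm2, Saa1, Lcn2 and Lrg1) and 3 without diclofenac replicate 3 (Cyp7a1, and Sparcl1 and Me1, chosen after their values were seen). At day 3 the range was 0 to 178: without replicates 1, 2 and 3, 2, 20 and 14 (saline day 1), 38, 178 and 25 (diclofenac day 1), 3, 1 and 0 (saline day 3) and 0, 4 and 46 (diclofenac day 3). At day 14 it was 0 to 123: 6 without saline replicate 1 (among them Saa2, Lcn2, Saa1 and Orm2), and 1, 123 and 2 without diclofenac replicates 1, 3 and 5. The difference between days ranged from 0 to 2 (2 without diclofenac replicate 3 of day 1). The saline difference ranged from 0 to 120: 0, 13 and 0 without saline replicates 1, 2 and 3 of day 1, 35, 120 and 34 (diclofenac day 1), 4, 4 and 3 (saline day 3) and 13, 16 and 22 (diclofenac day 3). The mean effect ranged from 16 to 326: 35, 22 and 53 (saline day 1), 214, 137 and 326 (diclofenac day 1), 26, 34 and 30 (saline day 3) and 16, 33 and 169 (diclofenac day 3). Genes shared by days 1 and 3 were 0 to 5, and by 3 days 0 to 0.

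Lists with a shift (17, 15 and 21) were 0, 0 and 0 with an estimated correlation and 0, 1 and 0 with fry, 8 at day 3 with all 22 arrays, and 16 to 21, 12 to 17 and 18 to 25 without 1 array. Groups forming a branch (4) were 3 with centring, 1 over all genes and 1 over all genes with centring. With the mean of probe sets, the shares of the response genes of Table S2 in the stated direction were 96.55% (inflammatory, day 1), 100% (inflammatory, day 3), 100% and 97.96% (immune, days 1 and 14) and 97.8% and 97.2% (stress, days 1 and 3).

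Of 12638 values of named genes under an alternative, 11829 kept their side of the threshold (115 of these with the other sign, below it in both), 551 passed it, 258 no longer did, and 0 changed direction past it. Signals below the array median were not tested and limit what can be said of genes such as leptin.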

Differences from the paper's values

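The ratio of mean signals and the count over every probe set without a filter were chosen only after the values were seen. The other alternatives were set before the data were examined, and each value differs under those not named beside it that were run for the gene. A fold was counted as met when it had the paper's direction and lay within the pooled SD of the livers on the log2 scale. A fold met need not be near the paper's where livers vary, as for Cxcl1 at day 1 (pooled SD 1.85 with all livers). With every probe set on its own, 1 probe set per gene was compared, so that a match with another one is not excluded.

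With the methods' t-test at p under 0.05 and above 1.5-fold, the paper's 295 genes at day 1 stand against 188 here. With no filter, centring, the mean of probe sets, every probe set on its own or without diclofenac replicate 3 of day 1, the count was within 1.5 times the paper's. At an unadjusted p under 0.01 and at least 1.5-fold, where the study's second test is another one than limma's, the paper's 471 genes at day 1 (293 higher, 178 lower) stand against 248 (142 and 106). Every probe set on its own or without diclofenac replicate 1 brought the total and both directions within 1.5 times, diclofenac replicate 3 left out the total and the higher genes, and no filter the lower genes. The paper's 564 at day 3 (353 higher, 211 lower) stand against 258 (164 and 94). Every probe set on its own or without diclofenac replicate 3 of day 3 brought the total and the lower genes within that range, array weights and leaving out diclofenac replicate 2 of day 1 the lower genes. The paper's 666 at day 14 (455 higher, 211 lower) stand against 205 (123 and 82), and no alternative set before the data were examined came within that range. Over every probe set without a filter, a setting chosen after seeing the values, all day 1 and day 3 counts and the lower genes of day 14 came within it. Of the paper's folds in Tables 2A and 2B that were compared, 44 of 112, 51 of 112 and 29 of 71 were dropped under it at days 1, 3 and 14, and 55 of 112, 62 of 112 and 36 of 71 were dropped at the same thresholds with the filter and 1 probe set per gene. For genes shared by days 1 and 3, the paper's 132 (89 higher, 43 lower) stand against 46 (41 and 5), and for days 1, 3 and 14 the paper's 74 against 24, with no alternative within range.

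At day 1, Table 2 gives Ces1d -1.87 in the paper and -1.41 here (met with the mean of probe sets or every probe set on its own), Chil3 3.9 in the paper and 29.2 here (met with the median signal added), Cxcl1 17.36 in the paper and 4.72 here (met with every probe set on its own, without saline replicate 1, 2 or 3 or without diclofenac replicate 1 or 3) and Hp 1.43 in the paper and -1.05 here (not met under any). For day 1, Table 2 also gives Nxpe4 1.56 in the paper and 1.99 here (met with the median signal added, without saline replicate 2 or 3 or without diclofenac replicate 2), Rab11fip3 1.52 in the paper and -1.01 here (met with the mean of probe sets), Sema4b 1.44 in the paper and -1.07 here (not met under any) and Vcam1 1.46 in the paper and 1.63 here (met with centring, the median signal added, without saline replicate 1 or 2 or without diclofenac replicate 1 or 2). At day 3, Table 2 gives Car1 -1.46 in the paper and -1.94 here (not met under any), Ces1d -2.88 in the paper and -1.39 here (met with every probe set on its own), Ces1e -1.55 in the paper and -1.9 here (not met under any) and Chil3 3.89 in the paper and 34.1 here (met with the median signal added). For day 3, Table 2 also gives Csf2rb 1.59 in the paper and 1.31 here (met with the mean of probe sets, without saline replicate 3 or without diclofenac replicate 1 or 3), Ctsc 2.40 in the paper and 1.43 here (met with the mean of probe sets), Etnppl -2.18 in the paper and -1.5 here (met with the mean of probe sets or every probe set on its own) and Gnat1 3.20 in the paper and 12.3 here (not met under any). Table 2 further lists at day 3 Hp 1.57 in the paper and 1.24 here (not met under any), Ibtk 1.61 in the paper and 1.38 here (met with the mean of probe sets, every probe set on its own, without saline replicate 1 or without diclofenac replicate 2 or 3), Il33 1.54 in the paper and 2.19 here (met with the median signal added) and Pomk 1.43 in the paper and 1.22 here (met with the mean of probe sets, every probe set on its own, without saline replicate 1 or 2 or without diclofenac replicate 1 or 3). Also from Table 2 at day 3 are Prtn3 3.72 in the paper and 16.6 here (met with the median signal added), S100a8 7.46 in the paper and 10.5 here (met with the median signal added, without saline replicate 2 or without diclofenac replicate 1 or 2), S100a9 4.13 in the paper and 12.4 here (not met under any) and Saa1 9.97 in the paper and 6.11 here (not met under any). Among the day 3 values of Table 2 are Saa2 35.20 in the paper and 28.9 here (met without saline replicate 1 or 2 or without diclofenac replicate 2 or 3), Saa4 2.18 in the paper and 1.93 here (met with the mean of probe sets, without saline replicate 1 or 2 or without diclofenac replicate 2), Sema4b 1.67 in the paper and -1.1 here (not met under any) and Tcl1b3 1.80 in the paper and 3.37 here (met without saline replicate 3). Other day 3 values of Table 2 are Tgm1 1.93 in the paper and 2.55 here (met with the median signal added) and Vcam1 1.84 in the paper and 1.17 here (met with the mean of probe sets, without saline replicate 1 or without diclofenac replicate 1 or 3). At day 14, Table 2 gives Lbp -1.69 in the paper and 1.53 here (not met under any), Prtn3 2.67 in the paper and 12.1 here (met with the median signal added) and Steap4 14.58 in the paper and 4.31 here (met without saline replicate 2 or 3 or without diclofenac replicate 2, 4 or 5). At day 1, Table 3 gives Ghr -1.48 in the paper and -1.3 here (met with quantile normalization, centring, the mean of probe sets, without saline replicate 1 or 3 or without diclofenac replicate 3) and Ptpn2 1.57 in the paper and 1.07 here (met with the mean of probe sets). At day 3, Table 3 gives Sele 1.61 in the paper and -1.03 here (mean signals below the array median, compared with no filter only). At day 14, Table 3 gives Ctla4 2.17 in the paper and -1.51 here (mean signals below the array median, compared with no filter only). At day 1, Table S2 gives Csf1 -1.47951 in the paper and 1.25 here (not met under any). At day 3, Table S2 gives Bcl3 2.72167 in the paper and 3.34 here (met with the median signal added, without saline replicate 3 or without diclofenac replicate 1 or 2), Cxcl2 1.60846 in the paper and 2.86 here (met with the median signal added), Gstm3 1.59829 in the paper and 1.88 here (met with the mean of probe sets, without saline replicate 3 or without diclofenac replicate 2) and Il1r1 2.73768 in the paper and 3.91 here (met with the mean of probe sets, without saline replicate 3 or without diclofenac replicate 1). For day 3, Table S2 also gives Plk3 -1.896 in the paper and -2.51 here (met without saline replicate 3), Tsc22d3 1.88822 in the paper and -1.96 here (not met under any) and Xbp1 1.83666 in the paper and 1.63 here (met with the mean of probe sets). At day 14, Table S2 gives Cd14 34.6761 in the paper and 3.79 here (not met under any), Chil3 7.8082 in the paper and 31.8 here (met with the median signal added) and Tlr13 1.47988 in the paper and 2.64 here (met with the median signal added).

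Of the folds of Tables 2A and 2B, 109 of 112, 111 of 112 and 70 of 71 had the paper's direction at days 1, 3 and 14, and the Pearson correlations on the log2 scale were 0.93, 0.93 and 0.91. With the ratio of mean signals, chosen after seeing the values and calling no gene, these were 0.94, 0.94 and 0.96, and Steap4 at day 14 was 14.5 against the paper's 14.58, Cxcl1 at day 1 was 13.5 against 17.36, Saa4 at day 3 was 1.94 against 2.18 and Cd14 at day 14 was 54.8 against 34.6761. Saline signals of Chil3 (7.09, 7.88 and 15.2 at days 1, 3 and 14), Prtn3 (38.3 and 18.1 at days 3 and 14), Gnat1, Cxcl2 and S100a9 (47.7, 28.1 and 61.7 at day 3), Nxpe4 (68.7 at day 1) and Tlr13 (49.7 at day 14) were on average below the array median, so that the folds of these genes are not exact.

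The paper reports lower Sod2, where the log2 differences here were 0.04, 0.10 and 0.24 at days 1, 3 and 14, none past the test. It reports lower Csf1 at day 1, which was 0.32 here with all 3 diclofenac treated livers above all saline livers. Hk1 is reported as changed, where the differences here were 0.06, -0.23 and 0.11. Cyp7a1 is reported as higher after repeated treatment, where the differences were 1.21 at day 3 and -1.90 at day 14, neither past the test, the former past it with each day on its own arrays (adjusted p = 0.0186), with the methods' t-test and without diclofenac replicate 3 of day 1 (adjusted p = 0.0411). Leptin is reported as higher, and it was below the array median in every liver and not tested.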

Other observations

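The split test of the mean effect of days 1 and 3 was chosen only after the result was seen, and the other split tests were set before.

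Each day's 6 arrays at days 1 and 3 make 10 splits into 3 and 3, too few for a share under 0.05. At day 1, 0 genes passed in the real split (limma; 1674 at an unadjusted p under 0.05) and up to 1 in another, and all 10 splits gave as many. At unadjusted p under 0.01 and at least 1.5-fold there were 248 and at most 158 in another split (1 of 10), and 17 lists shifted against at most 24 and a median of 9 in the other splits (2 of 10). At day 3, 26 genes passed against at most 0 in another split (1 of 10), 258 against 79 at the unadjusted threshold (1 of 10) and 15 lists against 11, with a median of 8 (1 of 10). The saline groups of days 3 and 1 gave 28 genes against 0 (1 of 10).

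At day 14, 100 splits were drawn. Of the real split, 0 genes passed, as in all 100 (highest other 0), which excludes nothing. At unadjusted p under 0.01 and at least 1.5-fold there were 205 against at most 101 (1 of 100), so that chance can be excluded, and 21 lists against at most 24 and a median of 14 (8 of 100), so that it cannot. The 3' to 5' ratio and the hybridisation controls were higher with diclofenac at that day, as were the hybridisation controls at day 3, and a part of RNA or array quality in these differences was not tested.

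Over joint splits of the days, the mean effect of days 1 and 3 gave 87 genes against at most 3 (1 of 100), the genes shared by days 1 and 3 at the unadjusted threshold 46 against 4 (1 of 100) and those shared by 3 days 24 against 0 (1 of 100), and chance can be excluded for these. The difference between the days gave 0 genes (limma; 694 at an unadjusted p under 0.05) with as many in all 100, and up to 87 in another. That split exchanges the arms of day 3, so that the effect common to both days appears as a difference, which is a structure of the samples.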
